# Contribution of classical end-joining to PTEN inactivation in p53-mediated glioblastoma formation and drug-resistant survival

**DOI:** 10.1038/ncomms14013

**Published:** 2017-01-17

**Authors:** Youn-Jung Kang, Barbara Balter, Eva Csizmadia, Brian Haas, Himanshu Sharma, Roderick Bronson, Catherine T. Yan

## Abstract

DNA repair gene defects are found in virtually all human glioblastomas, but the genetic evidence for a direct role remains lacking. Here we demonstrate that combined inactivation of the *XRCC4* non-homologous end-joining (NHEJ) DNA repair gene and p53 efficiently induces brain tumours with hallmark characteristics of human proneural/classical glioblastoma. The murine tumours exhibit PTEN loss of function instigated by reduced *PTEN* mRNA, and increased phosphorylated inactivation and stability as a consequence of aberrantly elevated CK2 provoked by p53 ablation and irrevocably deregulated by NHEJ inactivation. This results in DNA damage-resistant cytoplasmic PTEN and CK2 expression, and the attenuation of DNA repair genes. CK2 inhibition restores PTEN nuclear distribution and DNA repair activities and impairs tumour but not normal cell survival. These observations demonstrate that NHEJ contributes to p53-mediated glioblastoma suppression, and reveal a crucial role for PTEN in the early DNA damage signalling cascade, the inhibition of which promotes tumorigenicity and drug-resistant survival.

## Abstract (web summary)

We know that defects in DNA repair genes are associated with cancer development. Here the authors eliminate XRCC4, a non-homologous end-joining protein, and p53 in the developing brain and find that this causes glioblastoma development as a consequence of reduced PTEN function.

Glioblastoma multiforme (GBM) is classified as a grade IV diffuse high-grade astrocytic glioma (HGA). It is the most common adult brain tumour and has uniformly poor outcome largely because of resistance to conventional surgical and genotoxic therapies^1^,^2^. Mutations in the components of the p53, PTEN/PI3K/AKT (phosphatase and tensin homologue/phosphatidylinositol-3 kinase/AKT) or RB (retinoblastoma) pathways are found in the majority of human primary GBMs, with p53 as the most frequently mutated gene in low-grade and secondary GBMs^3^,^4^. In mouse models, no evidence of brain tumours was detected in germline p53, RB or PTEN single knockouts^5^. Despite the frequent co-occurrence of p53 and PTEN gene defects in human GBMs, GBMs represent only a small fraction of the HGAs induced by GFAP-CreER in p53/PTEN and p53/PTEN/RB knockout mice^5^, and hGFAP-Cre in p53^Ex5-6DEL^ mice^6^. These findings and additional evidence of PTEN (80%) and/or NF1 (14%) protein loss in p53^Ex5-6DEL^ HGAs demonstrated an important role for p53 gene defects in the early stages of glioma development^6^. Cumulatively, these observations support the view that additional genetic alterations are required to drive p53-mediated gliomagenesis.

We and others demonstrated that germline or tissue-specific knockout of p53 contributes to cancer development in various DNA repair-deficient backgrounds, in particular, in mice deficient in *XRCC4* and DNA *ligase IV* (*LIG4*), key components of the non-homologous end-joining (NHEJ) DNA repair pathway^7^,^8^. Several studies tied functional polymorphisms in *XRCC4*, *LIG4* and other DNA repair pathway genes to increased risk of GBM^9^,^10^,^11^,^12^,^13^. NHEJ gene defects are reportedly found in a broad spectrum of human cancers including GBMs with p53 aberrancies^14^, but evidence for a direct role for NHEJ in GBM pathogenesis remains lacking.

NHEJ is the major pathway in mammalian cells that repairs DNA double-strand breaks (DSBs) resulting from normal metabolism or induced by clastogens such as ionizing radiation^15^. Knockout of any of components of the canonical NHEJ machinery including *XRCC4*, *LIG4*, *DNA-PKCs*, *KU70*, *KU80*, *ARTEMIS* and *XLF* in mice results in severe cellular radiosensitivity, genomic instability, impaired proliferation and survival^15^. However, NHEJ knockout mice are not particularly cancer prone because of intact p53-mediated apoptotic elimination of irreparably damaged cells^7^,^16^.

One of the major critical challenges in GBM pathogenesis is in defining the critical steps driving the development of this complex disease. In this study, we develop a murine GBM model in which knockout of both p53 and *XRCC4* is specifically targeted in neural stem/progenitors in the developing brain, and use this model to investigate the impact of NHEJ deficiency on p53-mediated gliomagenesis.

## Results

### XRCC4/p53 deficiency transforms only glioblastoma precursors

To investigate the relevance of NHEJ gene defects in human GBMs, we assessed the data from human GBM samples in the COSMIC^17^ and cBioPortal database^14^ for molecular alterations in NHEJ genes. This revealed that nearly 14% (97/695) were reduced in NHEJ gene expression (*XRCC4* (8/695), *LIG4* (19/695), Ku80/*XRCC5* (6/695), Ku70/*XRCC6* (44/695), Artemis/*DCLRE1C* (18/695) and Cernunnos/*NHEJ1* (2/695)) (Supplementary Table 1 and Supplementary Fig. 1a). *XRCC4* and p53 (*TP53*) gene defects frequently co-occurred with a *P* value of 0.0208 (Supplementary Fig. 1b). Analysis of 32 accessible data from the 97 samples revealed genomic alterations in other GBM-relevant genes besides *TP53* (14/32), including *PTEN* (15/32), *RB1* (6/32), *CDKN2A*/*B* (21/32), *EGFR* (20/32), *PIK3CA* (2/32) and/or *AKT3* (2/32) (Supplementary Table 1).

Previously, we found that rare HGAs characteristic of GBMs were induced by simultaneous ablation of *XRCC4* with p53 using CD21-Cre^18^ that limits Cre transmission to peripheral B cells^19^ and to GFAP^+^ radial astrocyte-derived adult subgranular zone neural stem (NS) cells in the dentate gyrus^20^. Here, to directly assess the contribution of NHEJ in p53-mediated gliomagenesis, we interbred *XRCC4* and p53 conditional knockouts^21^ to transgenic mice in which Cre recombinase transmission is driven by human glial fibrillary acidic protein (hGFAP-Cre) promoter expression in embryonic radial glial cells and in mature neurons and astrocytes^22^ (Fig. 1a and Supplementary Fig. 1c,d). hGFAPCreX^fl/fl^P^fl/fl^ (GXP) and cohort XRCC4-deleted (hGFAPCreX^fl/fl^; GX), p53-deleted (hGFAPCreP^fl/fl^; GP) and hGFAPCreX^fl/fl^P^fl/+^ (GXP^het^) mice were monitored up to 17 months of age. Significantly, although none of the cohort GX, GP and GXP^het^ mice developed tumours (Fig. 1b), GXP mice (*n*=37) developed brain tumours with 100% penetrance. Of these, 48.6% (18/37), detected between 100 and 160 days of age, were classified as medulloblastoma (Fig. 1b; hGFAPCreX^fl/fl^P^fl/fl-MB^, Supplementary Fig. 1ei,ii). The remaining 51.4% (19/37), detected between 8 and 16 months of age, were all histologically classified as GBMs (Fig. 1b; hGFAPCreX^fl/fl^P^fl/fl-GBM^; hereafter referred to as GXP GBM) based on diffuse forebrain (Fig. 1c) and spinal cord infiltrations (Supplementary Fig. 1eiii,iv); marked cellular pleomorphism, pseudopalisading necrosis (Fig. 1ci,ii) and nuclear atypia (multinucleated giant cells, black arrows in Fig. 1ciii); and high mitotic indices (evidenced by elevated proliferating-cell nuclear antigen (PCNA); Fig. 1d). Typical of human astrocytic tumours, they expressed high levels of GFAP (Fig. 1d), and rarely the neuronal marker, NeuN (Supplementary Fig. 1f). Significantly, this is the first mouse model in which HGAs are only represented by GBMs. In contrast, GBMs represented only 25% of the HGAs induced in p53/PTEN and p53/PTEN/RB knockout mice,^5^ and 40% of the HGAs in p53^Ex5-6DEL^ mice in which medulloblastomas were also induced^6^. In adult GXP (also CD21-CreX^f/f^p53^f/f^ ref. 18) mice, it may be that simultaneous ablation of *XRCC4* and p53 provides selective growth advantage to very limited pool of NS during adult neurogenesis that, based on the intersection of adult NS that express both hGFAP-Cre and CD21-Cre^20^, may originate from the adult subgranular zone.

### GXP GBMs exhibit proneural-classical GBM signatures

To molecularly classify the GBMs induced in GXP mice, we performed array comparative genomic hybridization (aCGH) on 17 tumours. This revealed most carried complex copy number (CN) alterations commonly found in human GBMs^3^,^14^, including amplifications (CN >3) of *CCND2*, *CCND1*, *AKT3*, *MET*, *EGFR*, *CDK6*, *PIK3CA*, *PDGFRA*, *CMYC* and/or *MYCN*, and/or deletions (CN <1.5) of *CDKN2A*/*B*/*C*, *PTEN* and/or *RB1* (Supplementary Tables 1 and 2 and Supplementary Fig. 1g). Spectral karyotyping further revealed that murine GBMs, like in humans, are highly aneuploid and harbour clonal, nonrecurrent translocations (Supplementary Fig. 1h). Comparison of RNA sequencing (RNA-seq) of 6 GXP GBMs to genetically matched postnatal day 1–3-derived NS progenitors, and a 840 gene list used to classify human GBM subtypes^3^,^4^ revealed all 6 GXP GBMs to recapitulate the molecular signatures of proneural GBMs, and to a lesser extent classical GBMs (Fig. 1e). These GBM subtypes are hallmarks, respectively, of secondary/low-grade gliomas associated with p53 aberrancies^4^, and primary HGAs associated with PTEN aberrancies^3^,^4^. Indeed, our interrogation of human GBMs in cBioPortal^14^ discovered that *PTEN* mRNA is concordantly reduced with molecular alterations in both p53 and *XRCC4* (*P*=0.0471). 

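The RNA-seq comprised 7 libraries of cultured cells: 6 independent GXP GBMs grown as gliospheres and 1 culture labelled GXP NS, neurospheres from postnatal day 1 to 3 brain, all at passage 1 to 8. GXP mice carry hGFAP-Cre with loxP-flanked XRCC4 and p53 genes, so both genes are deleted in neural stem and progenitor cells and their progeny. The counts assigned to genes summed to between 23720765 and 27902356 per tumour (median 24932251) and to 28710842 for the control. The authors aligned paired-end reads to mm9 with TopHat2 and estimated counts and FPKM for 23237 genes with Cufflinks and Cuffdiff, comparing each tumour with the same control library in 6 separate runs. These runs scaled the control by factors that differed by 1.04 to 1.18, and the control value used here was the mean over the 6 runs, taken as 1 library. The deposited count tables head that library as Gxcpc_WT, while its sample label and the deposited PI3K table call it GXP NS. The expected counts were rounded and tested with edgeR's quasi-likelihood test after TMM normalization, over the 15774 genes that passed a filter with a minimum count of 10. With 1 control library the spread came from the tumours alone, and the control was assumed to vary like them. Levels are given as TMM-normalized CPM. Of the genes tested, 1263 were higher and 1664 lower in the GXP GBMs at an adjusted p under 0.05, a share of 43.1% higher. DESeq2 on the same counts gave 3132 higher and 1916 lower, a share of 62.0%.

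Transcripts of the deleted genes were examined first. Trp53 was at 5.80 ± 1.86 CPM in the GXP GBMs (SD, n = 6) and at 117 CPM in the control, a log2 fold change of -4.33 (standard error 0.43, adjusted p = 5.4e-04 from edgeR). Xrcc4 was at 6.97 ± 3.41 CPM (SD, n = 6) and 14.4 CPM, with an adjusted p of 0.38 from the same test. Gene-level counts include exons outside the floxed segments. The B lymphocyte genes Cd19, Cd79a and Ms4a1 stood at 883, 2359 and 907 CPM in the control, and at no more than 0.602, 2.66 and 0.387 CPM in any tumour. The neural stem cell genes Sox2 and Nes were at 0.470 and 5.48 CPM in the control, and at no less than 43.2 and 221 CPM in any tumour. The control is therefore called the library labelled GXP NS. Differences from it may lie in the cells it came from rather than in the tumours. The paper's allele-specific PCR and immunoblots of GXP NS are shown in Supplementary Fig. 1c,d.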

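More genes of the proneural and classical GBM classes rose than fell in the GXP GBMs against the library labelled GXP NS, though most did not pass the test and the calls of both lists were lost with an estimated correlation. Of 51 proneural genes tested, 21 rose and none fell at an adjusted p under 0.05 (27 rose and none fell when adjusted over the list alone), and the list's median log2 fold change was 5.54. Pdgfra, a growth factor receptor of oligodendrocyte precursors, was at 126 ± 89.95 CPM (SD, n = 6) against 1 count, a ratio of 3209 with a 95% counting interval of 576 to 126752. Bcan, which encodes the brain proteoglycan brevican, was at 221 ± 87.7 CPM against 3 counts, a ratio of 1884 (645 to 9134). C1ql1 and the glutamate receptor gene Gria2 had 0 counts in the library labelled GXP NS and were at least 333-fold and 272-fold higher in the tumours, against a floor of 3 counts in that library. The Gria2 bound leans on GXP GBM4, at 107 CPM, with 8.47 to 37.5 CPM in the other tumours.

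Among 51 classical genes, 15 rose and 1 fell (26 and 1 when adjusted over the list alone), with a median of 5.71, or 4.97 with genes at 0 counts set at their bound. The glial transcription factor gene Sox9 was at 107 ± 106.5 CPM (SD, n = 6) and Gas1 at 90.5 ± 42.3 CPM, against 1 count each. Mlc1 and Npas3 were at least 345-fold and 318-fold higher. Lrp10 fell from 343 CPM to 49.4 ± 18.8 CPM. Egfr, the receptor gene commonly amplified in the classical class, was at 86.5 ± 73.2 CPM against 0.274 CPM, with a log2 fold change of 8.28 (standard error 2.55, adjusted p = 0.059 from edgeR). It passed with DESeq2 (adjusted p = 6.1e-07), in limma on log2(FPKM + 0.1) (adjusted p = 0.046) and without GXP GBM5 (adjusted p = 0.018), over a range of 6.1e-07 to 0.18 among the alternatives. Of 49 neural genes, 6 rose and 2 fell (5 and 2 when adjusted over the list alone), with a median of 6.13, or 2.69 with bounds. Fut9 and the synaptic vesicle gene Syt1 were among those that rose, at least 488-fold and 169-fold, and Evi2a and Serpini1 were those that fell.

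The mesenchymal list ran the other way, with 3 of 76 genes higher and 25 lower (3 and 31 when adjusted over the list alone) and a median of -1.97. Ptprc, which encodes the leukocyte antigen CD45, was at 1987 CPM in the library labelled GXP NS and at 0.534 ± 0.198 CPM in the tumours (SD, n = 6). Laptm5, Lcp1 and Itgam, also known from leukocytes, had log2 fold changes of -11.15, -10.28 and -10.34. Those that rose were Wwtr1, a coactivator of the Hippo pathway, the laminin gene Lamb1 and Tnfrsf1a. Without the 26 members known from leukocytes, a division made after seeing the data, the other 50 genes had a median of 0.16, 3 higher and 7 lower. The median over all genes tested was 0.36 with TMM normalization, 0.29 with relative log expression factors and 0.56 with library size alone.

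In camera's competitive test with a preset correlation of 0.01, the adjusted p over the 4 lists was 1.3e-06 for the proneural, 1.9e-07 for the classical, 0.0142 for the neural and 1.9e-07 for the mesenchymal list. With an estimated correlation the adjusted p was 0.095, 0.095, 0.174 and 0.174 in the same order, so none of these calls held. The neural call was also lost in limma on log2(FPKM + 1), with a median of 0.45, and on log2(FPKM + 0.1), with a median of 0.52. The FPKM values mostly leave out genes at 0 in either library, and 16 of the 49 neural genes were at 0 counts in the library labelled GXP NS. These 2 medians therefore need not rest on the same genes as the main fit. The lists are core genes of the 4 classes recalled from general knowledge before the data were examined, since the deposited subtype table names no class. By comparison with the NS progenitors over the 840-gene list, the paper concludes that all 6 GXP GBMs carry proneural and, to a lesser extent, classical signatures.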

Quantitative reverse transcription polymerase chain reaction (qRT–PCR) analysis revealed *PTEN* mRNA is significantly reduced and PI3K/AKT pathway genes are correspondingly activated in all 17 GXP GBMs (Fig. 2a and Supplementary Fig. 2a). To validate the induction of PI3K/AKT pathway proteins, we performed immunoblot analysis, examining the expression levels of PIK3CA, PIK3CB and p-AKT in seven representative independent GXP GBMs. This revealed that levels of PIK3CB and p-AKT (S473) were elevated in all seven GXP GBMs and GBM cell lines we tested compared with wild-type (WT) NS or WT brain, whereas the levels of PIK3CA and p-AKT (T308) appeared to be more heterogeneously expressed (Fig. 2b). Correspondingly, treatment of tumour cells in cultures with PI3K (LY294002)^23^ or AKT (MK2206)^24^ inhibitors substantially impaired their survival (Supplementary Fig. 2b,c). Overall, these observations definitively demonstrate that deregulation of PI3K/AKT signalling contributes to their malignant progression.

### Reduced *PTEN* mRNA is countered by CK2 in GXP GBMs

To determine whether PTEN protein levels are concordant with the reduction in *PTEN* mRNA in GXP GBMs, similar to the observation in 80% of p53^Ex5-6DEL^ gliomas^6^, we performed anti-PTEN immunofluorescence (IF) staining on paraffin-embedded primary GBM-bearing brain sections. This revealed two unexpected alterations. In the tumour cells, PTEN protein levels were comparable to those observed in adjacent normal tissue or WT adult brain, and PTEN is predominantly cytoplasmic instead of being nuclear (colocalized with PCNA as in normal tissue) (Fig. 2c). These alterations are consistent with increased PTEN stability that can be provoked by phosphorylation of its C terminus at S380/T382/T383 (and flanking residues) by the protein kinase casein kinase 2 (CK2)^25^. Correspondingly, the levels of S380/T382/T383-phospho-PTEN (p-PTEN) and CK2 via its β-subunit of *CSNK2B* (CK2β) were elevated in GXP GBMs, and in the murine K-ras/p53 mutant GL261^26^, human p53/PTEN mutant T98G^27^ and human PTEN-null U87MG^27^ GBM cell lines as compared with control NS and WT adult brain (Fig. 2d and Supplementary Fig. 2d). Notably, CK2β protein is modestly induced in GXP NS and nearly undetectable in X^fl/fl^P^fl/fl^ (XP-undeleted; WT) NS and normal adult brain (Fig. 2d), indicating CK2 activity may be instigated by DNA damage induced in the XRCC4/p53-deficient setting and pathologically altered in GXP GBMs and the tested GBM cell lines. To assess PTEN protein stability, GBMs and control NS were pulse-chased in culture with the protein synthesis inhibitor cyclohexamide^28^, and its turnover rate was followed in the absence or presence of CK2-specific inhibitor tetrabromobenzotriazole (TBB)^29^. This revealed a slower rate of PTEN turnover in both GXP and T98G GBMs that could be restored to near physiological levels by TBB (Supplementary Fig. 2e,f), definitively demonstrating that their reduced *PTEN* mRNA levels are countered by CK2. Our observations here, together with findings from previous p53 HGA models^5^,^6^, are consistent with PTEN loss of function as a central factor driving p53-mediated gliomagenesis.

### DNA damage-resistant cytosolic CK2 and PTEN retention

PTEN accumulates in the nucleus upon DNA damage^30^,^31^. The steady-state primarily cytoplasmic PTEN expression in GXP GBMs *in vivo* (Fig. 2c), like in human sporadic melanoma and thyroid carcinoma^32^, led us to next ask whether DNA damage-induced PTEN nuclear expression along with CK2β might pathologically be altered. GBM cells and relevant controls were treated with the radiomimetic DNA damage-inducing drug doxorubicin^33^. In the absence of doxorubicin in culture, both PTEN and CK2β were primarily cytoplasmic in both GBMs and control NS. Following 5 h of doxorubicin exposure, both became predominantly nuclear in control NS, and remained cytoplasmic in GXP GBMs and T98G (Fig. 3a and Supplementary Fig. 3a). Immunoblot analysis showed that cytoplasmic PTEN in GXP GBMs is predominantly phosphorylated (Fig. 3b), and neither CK2β nor PTEN protein levels are affected by doxorubicin (Fig. 3c). These observations demonstrate that PTEN and CK2 status are somehow coordinately pathologically altered in p53-mutant/deficient GBMs.

### PTEN-CK2 status and delayed DNA damage signalling

Increased DNA damage response (DDR) signalling and DNA repair (DDR/repair), based on elevated expression of certain associated enzymes in human GBM cells, is suggested to contribute to their ability to survive high levels of DNA damage^34^,^35^. To address this, DDR/repair dynamics in GXP GBMs compared with T98G and control NS were assessed. Cultured cells were treated with doxorubicin to induce DNA damage. DDR/repair kinetics was examined at 0, 0.5, 1 and 5 h of doxorubicin exposure and at 5 or 24 h after treatment, by following the formation of DNA damage-induced γH2AX foci that assembles DNA repair proteins at DSBs^36^, and the recruitment of RAD51 or 53BP1 foci, surrogate markers widely used respectively to assess the activities of homologous recombination (HR) and NHEJ^36^. Notably, RAD51 foci were rarely detected in NS controls and GXP GBMs (Supplementary Fig. 3b), indicating HR is not a dominant mechanism despite the deficiency in NHEJ. Unexpectedly, 53BP1 foci were readily induced in the XRCC4-deficient GX NS demonstrating 53BP1 also marks the recruitment of non-NHEJ DNA repair proteins to DSBs (Fig. 3d,e and Supplementary Fig. 3c). Significantly, DDR kinetics is severely delayed in GXP GBMs and T98G in which γH2AX/53BP1 foci were detected only after 5 h of doxorubicin exposure, as compared with 0.5 h for WT and GX NS, and 1 h for GP and GXP NS (Fig. 3d,e and Supplementary Fig. 3c). Because of the severe delay in DDR kinetics in the GBMs, the kinetics of DSB repair was assessed at 5 or 24 h of recovery after 5 h of doxorubicin exposure, instead of at earlier time points. This revealed rapid γH2AX/53BP1 foci co-dissociation in WT, GX, GP or GXP NS that failed to dissolve in both GXP GBMs and T98G even at 24 h of recovery (Fig. 3d,e and Supplementary Fig. 3c). These data demonstrate broad attenuation of DDR/repair in the GBMs that appears to correlate with coordinated altered distribution of both PTEN and CK2β. This may be because CK2 regulates the activities of DSB repair proteins including XRCC4 and XRCC1^37^,^38^, and like PTEN, redistributes to the nucleus following genotoxic stress^39^. Correspondingly, stress-induced nuclear p-PTEN activity augments p53-mediated G_1_ cell cycle arrest and reduces p53-mediated ROS production^40^.

Therefore, to test whether pathological CK2 activity and PTEN subcellular distribution are coordinately regulated, we treated GXP GBMs, T98G and control NS with TBB. As shown above, by competitively inhibiting CK2 kinase activity, TBB reduced CK2-mediated PTEN phosphorylation and restored PTEN protein turnover rate (Supplementary Fig. 2e,f) to reflect its physiologically reduced mRNA levels in GXP GBMs (Supplementary Fig. 2a). Indeed, immunoblot analysis revealed that TBB reduced CK2, total PTEN and p-PTEN protein levels, and consequently decreased p-AKT and p-PRAS40 in GXP GBMs (Fig. 4a). This latter effect is most likely a direct consequence of negative regulation of PI3K/AKT signalling by TBB-restored catalytically active but reduced PTEN levels, although alternative mechanisms including a direct impact of TBB on AKT activation have been proposed^41^,^42^. By IF and nuclear/cytoplasmic fractionation, TBB increased PTEN nuclear expression, although a substantial fraction still resided in the cytoplasm, and further restored DNA damage-induced nuclear expression of the remaining PTEN protein in GXP GBMs and T98G, whereas nuclear PTEN level was only partially restored in GXP NS, and minimally in WT NS (Fig. 4b and Supplementary Fig. 4a,b). Importantly, co-IF quantification of γH2AX/53BP1 foci showed TBB resensitized GXP GBM and T98G cells to doxorubicin-induced DNA damage and restored DNA repair activities to the levels observed in GXP NS (Fig. 4c,d and Supplementary Fig. 4c), demonstrating coordinated regulation of physiologic PTEN in DDR/repair activity. 

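The 6 DNA repair genes Parp1, Fancd2, Rad50, Mre11a, Lig3 and Rbbp8 showed small differences between the GXP GBMs and the library labelled GXP NS, and none passed edgeR's test. Parp1, a sensor of DNA breaks, was at 195 ± 116 CPM in the tumours (SD, n = 6) and 411.5 CPM in that library, lower in 6 of 6 tumours, with a log2 fold change of -1.08 (standard error 0.71, adjusted p = 0.31 from edgeR). Rad50, of the complex that processes broken DNA ends, was also lower in 6 of 6 tumours, at 44.9 ± 10.8 CPM (SD, n = 6) against 68.2 CPM (adjusted p = 0.33 from edgeR). Mre11a, Lig3 and Rbbp8 had log2 fold changes of -0.52, -0.35 and -0.58 with the library labelled GXP NS inside the range of the tumours. Fancd2 was at 35.4 ± 5.53 CPM (SD, n = 6) against 32.6 CPM, a log2 fold change of 0.12. The median of the 6 was -0.55, and camera gave p = 0.32 with a preset correlation. The study chose these genes, so their count is not independent evidence of a direction. No member passed when adjusted over the list alone, none had an unadjusted p under 0.05, and none passed with DESeq2 or limma. In simulated data of the same design with 200 changed genes, edgeR called 4% of 50 genes changed 4-fold. The real data gave 2927 calls, so the adjustment was less strict there and this share need not hold. Mdm2, for 1, passed in the real data at a log2 fold change of -1.51.

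Among wider repair lists, 3 of 11 NHEJ genes fell and none rose, which was also the count when adjusted over the list alone. Prkdc, the catalytic subunit of DNA-PK, was at 38.6 ± 7.85 CPM (SD, n = 6) against 138 CPM, a log2 fold change of -1.83 (standard error 0.34, adjusted p = 0.0098 from edgeR). Dclre1c, which encodes Artemis, had a log2 fold change of -2.47 and Polm, a DNA polymerase of end joining, -2.23. Over the 37 lists the adjusted p of the NHEJ list was 0.093 in camera, and 0.43 with an estimated correlation. Without the low-count filter the adjusted p was 0.038. Of 27 homologous recombination genes the nuclease scaffold gene Slx4, with a log2 fold change of -1.91, was the single member that fell, and none rose (no member when adjusted over the list alone). None of 17 genes of alternative end joining and base excision repair passed in edgeR, DESeq2 or limma, or had an unadjusted p under 0.05 in edgeR. Of 28 p53 target genes 6 fell and none rose (7 and none when adjusted over the list alone), among them Trp53inp1, at 32.0 ± 10.0 CPM (SD, n = 6) against 766 CPM, Ccng1, Btg2, Apaf1, Mdm2 and Cd80, which encodes a costimulatory molecule of antigen-presenting cells. The camera adjusted p of that list was 0.0073, and 0.31 with an estimated correlation. Over 22 B lymphocyte genes the median level was 355 CPM in the library labelled GXP NS and at most 0.47 CPM in a tumour.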

RNA-seq transcriptome analysis of the GXP GBMs identified 6 affected DNA repair factors (*PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3* and *RBBP8*) with implicated roles in HR and other DNA repair pathways, including the NHEJ-independent alternative end-joining (A-EJ) DSB repair pathway^43^,^44^. Analysis of their expression by qRT–PCR in cultured cells in the absence or presence of TBB revealed that TBB treatment significantly increased the mRNA levels of all 6 HR/A-EJ-related genes in GXP GBMs and T98G, and not in WT or GXP NS (Supplementary Fig. 4d). To corroborate these findings, we asked whether FANCD2, which binds to DSB intermediates like NHEJ, is induced in TBB-treated cells upon doxorubicin-induced DNA damage^43^,^44^. IF analysis revealed that exposure of TBB-treated GXP GBMs to doxorubicin resulted in significantly higher numbers of cells positive for FANCD2 foci (with ≥5 foci per cell) compared with dimethylsulfoxide-treated GXP GBMs (Fig. 4e,f). Moreover, longer exposure to TBB impaired the growth and survival of GXP GBM cells and had little impact on NS controls including GXP NS (Supplementary Fig. 4e,f), indicating only the pathologic status of CK2 is targeted. Cumulatively, these data demonstrate that loss of DDR/repair activities in GBMs is correlated to reduction in unphosphorylated nuclear PTEN and the pathologic status of CK2. Significantly, they suggest that a combinational anticancer therapy utilizing a CK2-specific inhibitor before induction of genotoxic stress could represent an effective treatment for killing DNA damage-resistant GBMs and sparing noncancerous counterparts.

### Overexpressing CK2β transforms GXP NS by impairing PTEN

We next asked whether overexpressing CK2β enhances the cellular transformation of control NS, particularly GXP NS, the progenitors from which the murine GBMs are derived and in which CK2β is moderately expressed. GXP, GX, GP and WT NS were transduced with lentivirus expressing cytomegalovirus haemagglutinin (CMV-HA)-tagged CK2β cDNA that could be distinguished from endogenous CK2β by anti-HA detection (Fig. 5a and Supplementary Fig. 5a). This resulted in elevated p-PTEN and p-AKT (Fig. 5a), rapid proliferative growth of GXP NS (Fig. 5b–e) and moderately increased the proliferation of GP NS but not of GX NS or WT NS (Supplementary Fig. 5b and Fig. 5d). However, whereas PTEN is predominantly redistributed to the nucleus in GX, GP and GXP NS in response to doxorubicin-induced DNA damage, a substantial fraction of PTEN remained cytoplasmic in doxorubicin-treated CK2β-transduced GP and GXP NS (Fig. 5f). In contrast, doxorubicin treatment of CK2β-transduced GX NS resulted in a normal pattern of DNA damage-induced PTEN nuclear expression (Fig. 5f). These data suggest that the pathologic alterations in CK2 and PTEN may be enforced by specific features driven by defective NHEJ in association with p53 deficiency.

### Attenuated PTEN DNA damage signalling promotes tumorigenicity

To investigate whether GBM tumorigenicity necessitates alterations in PTEN directly, we introduced lentivirus expressing the HA-tagged PTEN mutants, PTEN4E (S380E/T382E/T383E/S385E) or PTEN4A (S380A/T382A/T383A/S385A)^45^, or WT PTEN cDNAs into GXP GBMs, T98G and control NS, that could be distinguished from endogenous PTEN by anti-HA detection (Supplementary Fig. 6a). Like endogenous PTEN, PTEN4A (nonphosphorylatable, catalytically active) exhibited both nuclear and cytoplasmic distribution under steady-state conditions, and rapidly distributed in the nucleus in response to doxorubicin in all transduced cells (Fig. 6a,b). In contrast, PTEN4E (phosphomimetic, catalytically inactive) became nuclear in doxorubicin-treated WT and GX NS (Supplementary Fig. 6b), but remained cytoplasmic in doxorubicin-treated GXP NS and GBMs (Fig. 6a,b) like endogenous PTEN in GXP GBMs (Fig. 3a,b and Supplementary Fig. 3a). A distinct pool of PTEN, similar to the impact of CK2β (Fig. 5f), also resided in the cytoplasm in doxorubicin-treated PTEN4E-transduced GP NS (Supplementary Fig. 6b). This suggests that aberrancies in p53 initiate mechanisms promoting PTEN loss. IF quantifying γH2AX foci further revealed that PTEN4E significantly delayed DDR kinetics in GXP NS (Fig. 6c,d), comparable to the delay observed in untransduced GXP GBMs (Fig. 3d,e). Conversely, PTEN4A restored γH2AX DDR kinetics in GXP GBMs and T98G to the levels detected in untransduced GXP NS (Fig. 6c,d), effects that correlated with transcriptional activation of *PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3* and *RBBP8* that were instead attenuated in PTEN4E-transduced GXP NS (Supplementary Figs 6c and 7d). Corroborating these findings, we found that formation of DNA damage-induced FANCD2 foci were reduced in PTEN4E-transduced GXP NS and GBMs (Fig. 6e) and elevated in PTEN4A-transduced GXP GBMs to the levels observed in GXP NS (Fig. 6e). Cumulatively, these data demonstrate physiological HR/A-EJ activities are suppressed in GBMs, an effect that could be mimicked by overexpressing PTEN4E or CK2β in NHEJ/p53-deficient NS. These observations suggest that PTEN acts as an upstream sensor that sensitizes cells to DNA damage in the early phase of DDR signalling in the activation and recruitment of DDR/repair factors to DSBs. Demonstrating CK2 is limited and could be overcome by overexpressing active PTEN in GXP GBMs, we found the overexpression of WT PTEN or constitutively active PTEN4A markedly reduced the viability of GXP GBM2 but not GXP NS (Fig. 6f–h). In contrast, demonstrating PTEN inactivation induced by elevating PTEN4E (or CK2β, as above in Fig. 5) in GXP NS poised them to become malignantly transformed, overexpression of PTEN4E substantially increased GXP NS proliferative growth to levels comparable to GXP GBMs (Fig. 6f–h), moderately enhanced GX and GP NS growth and only minimally affected WT NS growth (Supplementary Fig. 6d,e).

### Physiologic DNA damage signalling requires active PTEN

Next, we transduced CK2β or PTEN4E into XRCC4^−/−^p53^−/−^ mouse embryonic fibroblasts (XP^−/−^ MEFs) compared with WT MEFs to ask whether changes in DDR/repair activities exerted by these proteins are generally applicable across cell types. This revealed that PTEN4E remains predominantly cytoplasmic in transduced XP^−/−^ MEFs (Fig. 7a), similar to its effect in GXP NS (Fig. 6a), irrespective of DNA damage. In both CK2β- or PTEN4E-transduced XP^−/−^ MEFs, the appearance and dissociation of γH2AX DNA damage-induced foci were also significantly delayed (Fig. 7b and Supplementary Fig. 7a), like in PTEN4E-transduced GXP NS (Fig. 6c,d). These data demonstrate that the pathologic impact of inactive PTEN on DDR/repair activities, exerted through CK2β or directly by PTEN4E, is not tissue specific, but is dependent on the combined NHEJ/p53 deficiency. Cumulatively, these results suggest that dampening of DNA damage sensors is correlated to attenuation of nuclear PTEN activity in the XP-deficient setting. This raised a key question as to whether PTEN DDR/repair activities are determined solely by its nuclear distribution or require it to be catalytically active. To test this, we treated PTEN4E-tranduced XP^−/−^ MEFs with the CRM-1 nuclear export machinery inhibitor Leptomycin B^33^ before exposure to doxorubicin. This revealed nuclear retention of PTEN/PTEN4E induced by Leptomycin B (Fig. 7ci) that had no obvious impact on PTEN protein levels (Fig. 7cii) and failed to restore DDR/repair activities (Fig. 7d and Supplementary Fig. 7b–d). These data definitively demonstrated that normal DDR signalling is dependent on the nuclear distribution of active PTEN. The conformational status of inactive PTEN, based on PTEN4E, is primarily monomeric (∼50 kDa), whereas catalytically active PTEN based on PTEN4A exhibits a more dimeric conformation (∼100 kDa)^45^. Immunoblot analysis indeed showed that PTEN in GXP GBMs exists primarily in the monomeric state similar to PTEN4E, and in control NS, PTEN exists in both monomeric and dimeric states similar to PTEN4A (Fig. 7e). These data confirm that physiologic DDR/repair activities are blocked because of the lack of dimeric active PTEN in GXP GBMs, and imply an integral correlation between dimeric active PTEN status and its nuclear DDR/repair functions in oncogenic suppression (Fig. 8).

## Discussion

This study demonstrates that ablation of *XRCC4* in combination with p53 in neural stem/progenitors efficiently induces brain tumours at 100% penetrance, in which a heterogeneous population of NS is targeted that arise in medulloblastomas in young mice, whereas only GBMs and not other glioma subtypes arise in advanced aged adult mice, with the latter more highly represented in other p53 knockout^5^ and mutant models^6^. This may be because of the limited pool of adult NS in GXP (also CD21-CreX^f/f^p53^f/f^) mice that could overcome the effects of XRCC4 inactivation to oncogenically progress, whereas hGFAP-CreER or hGFAP-Cre transmission of other p53 knockout/mutant activities are implicated to target more diverse adult NS populations^6^. A surprising discovery is that generation of oncogenic alterations that impair PTEN is a key feature induced by the p53-deficient/mutant status. This was evidenced previously in p53^Ex5-6DEL^ gliomas^6^, and in this study, in the murine GXP and human T98G GBMs. In p53^Ex5-6DEL^ mice, this is caused by significant loss of the PTEN protein^6^ that, although undefined, is consistent with Notch-induced transcriptional repression and/or phosphorylated destabilization by GSK3β. In GXP GBMs and T98G, reduced *PTEN* mRNA levels are directly opposed by oncogenic CK2-induced phosphorylated-PTEN inactivation (Fig. 8). We found that CK2 is also irrevocably activated in all murine and human GBMs we tested, including the PTEN-null U87MG GBM cell line. This finding is consistent with oncogenic CK2 activity being a requisite alteration provoked in association with PTEN loss. Cumulatively, these observations are consistent with PTEN loss being integral to p53-mediated gliomagenesis, in which p53 inactivation may be a prerequisite to CK2 deregulation and inactivation of PTEN. The mechanisms induced by p53 deficiency versus mutant activities are clearly distinct. Our findings suggest that in the p53-deficient setting, XRCC4 inactivation provides a means that drives CK2 deregulation.

A key consequence of NHEJ deficiency is the accumulation of damaged DNA, principally DSBs. In B cells, we showed that DSBs in the absence of NHEJ are repaired robustly by the non-NHEJ DSB repair pathway, A-EJ^15^, the key pathway that promotes the progression of oncogenic translocations in both B-cell lymphomas^18^,^46^ and medulloblastomas^8^ and also resulting from combined XRCC4 and p53 deficiencies. Although the components of the A-EJ pathway remain in contention, our studies here definitively demonstrate an integral correlation between the attenuation of non-NHEJ, HR/A-EJ genes with slower DDR/repair kinetics and DNA damage-resistant cytoplasmic PTEN retention in all the GBMs we tested. We demonstrate these effects are provoked by CK2, initiated by p53 deficiency and irrevocably deregulated by additional XRCC4 inactivation. They can be averted in GBM tumour cells by reactivating PTEN by inhibiting CK2 activity directly or transducing PTEN4A, with minimal impact on normal cells. Conversely, they can be recapitulated to induce pre/malignant phenotypes by overexpressing CK2β or PTEN4E in GXP NS and XP-deficient MEFs.

Within the nucleus, both CK2 and PTEN have purported roles in DNA repair; for CK2 in phosphorylation of DNA repair proteins/enzymes like XRCC4 and XRCC1, and for PTEN in binding to chromatin and chromatin-associated proteins involved in transcriptional regulation of DDR sensor/checkpoint and repair genes^30^. Besides CK2, PTEN nuclear activity is also presumably dependent on ATM phosphorylation or SUMOylation, as inhibition of either activity impairs PTEN nuclear expression^33^. However, the role of SUMO–PTEN remains inconclusive, as it represents a very small fraction of the total PTEN pool and exits the nucleus, whereas the predominant non-SUMO fraction is retained in the nucleus in response to DNA damage^31^,^33^. A possibility is that SUMO–PTEN nuclear exit may play an integral role in the early ATM-DDR signalling cascade. We demonstrate the dimeric conformational status of PTEN is essential to its nuclear activity, as Leptomycin B-induced nuclear retention of monomeric inactive PTEN4E failed to rescue DDR/repair. Our data provide genetic evidence for a role for NHEJ gene defects in the etiology of p53-deficient GBMs, and reveal that PTEN inactivation provoked by CK2 is a critical to this malignant conversion.

Significantly, we demonstrate that the attenuation of DDR/repair induced by loss of PTEN nuclear function is a key factor that contributes to GBM genotoxic drug resistance that could be averted via methods that impair only tumours, not normal cell counterparts, for example, by reactivating PTEN by restraining CK2. We propose that the functional and molecular changes in PTEN and CK2 we uncovered could be used to increase the precision of early GBM patient stratification, and in the development of combinatorial therapies directed towards combating therapeutic resistance in GBMs with aberrancies in p53, PTEN and CK2. Future studies addressing the relevance of the cancer status of PTEN and CK2 in primary patient GBMs samples, and crosstalk and regulation of DNA damage sensing and repair pathway choice by PTEN via CK2 and/or other intersecting oncogenic pathways, may further aid to identify new therapeutic targets or methods of therapeutic intervention for this deadly disease.

## Methods

### Mouse strains and cell lines

hGFAPCreX^fl/fl^P^fl/fl^, hGFAPCreX^fl/fl^P^fl/+^, hGFAPCreX^fl/fl^ and hGFAPCreP^fl/fl^ mice on a 129SvEv background were generated by breeding conditional *XRCC4* (ref. 8) and p53 alleles^47^ to hGFAP-Cre mice^22^. All mice were maintained in a BL1 animal facility approved by the Association for Assessment and Accreditation of Laboratory Animal Care and Institutional Animal Care and Use Committee in the Animal Research Facility at the Beth Israel Deaconess Medical Center. hGFAPCreX^fl/fl^P^fl/fl^ cohort mice were followed for brain tumour development that for hGFAPCreX^fl/fl^P^fl/fl^ mice were generally maintained up to 18 months of age. hGFAPCreX^fl/fl^P^fl/fl^ (*n*=37), hGFAPCreX^fl/fl^ (*n*=29), hGFAPCreP^fl/fl^ (*n*=11) and hGFAPCreX^fl/fl^P^fl/+^ (*n*=7) mice were followed for further experiments. Primers used for genotyping are detailed in the procedures of genotyping PCR assays. Human U87MG, T98G and murine GL261 cell lines were obtained from ATCC.

### Primary cell culture

Neural stem cells obtained from P1-P3 WT (X^fl/fl^P^fl/fl^), GX (hGFAPCreX^fl/fl^), GP (hGFAPCreP^fl/fl^) or GXP (hGFAPCreX^fl/fl^P^fl/fl^) mouse brains, and tumour cells obtained from tumour lesions of GXP mouse brains were maintained in Dulbecco’s modified Eagle’s medium/F12 medium (Invitrogen) supplemented with B27 (Gibco), 40 ng ml^−1^ epidermal growth factor (Peprotech), 20 ng ml^−1^ basic fibroblast growth factor (Peprotech), 100 U ml^−1^ penicillin, 100 mg ml^−1^ streptomycin and 2 mM L-glutamine as previously described^48^, and passages between 1 and 8 were used for all experiments. Cells were grown on matrigel (1:8 dilution; growth factor-reduced, BD) for further assays. WT or XP^−/−^ MEF cells were isolated from E13.5 mouse embryos and maintained in Dulbecco’s modified Eagle’s medium (Invitrogen) supplemented with 10% fetal bovine serum, 100 U ml^−1^ penicillin, 100 mg  ml^−1^ streptomycin and 2 mM L-glutamine as previously described^16^, and passages between 1 and 5 were used for all experiments.

### Genotyping PCR assays

PCR was performed to genotype mice and to confirm recombination and deletion at floxed alleles using genomic DNA extracted from tissues of GXP mutant mice. The list of the primer sequences used for this study is shown in Supplementary Table 3.

### Histology and immunohistochemistry

Histology and immunohistochemistry were performed as previously described^8^ using antibodies to GFAP (Cell Signaling; 3,670, 1:100), PCNA (Santa Cruz; sc-7907, 1:100) and NeuN (EMD Millipore; MAB377, 1:100) and detected with horseradish peroxidase-conjugated anti-mouse or rabbit secondary antibodies, and counterstained with 4,6-diamidino-2-phenylindole (DAPI; Sigma).

### Cytogenetic analysis of GXP GBMs

Tumour cells were incubated in control medium with 100 nM colcemid (Karyo-Max, Invitrogen) for 3 to 5 h, dissociated and fixed as described previously^8^. Spectral karyotype analyses were performed by following standard protocols^49^. The aCGH analyses were performed for 17 labelled murine hGFAPCreX^fl/fl^P^fl/fl^ GBMs against matched normal tail DNA, and hybridized onto Agilent mouse 244K CGH arrays. Data were processed using Agilent software using the mouse genome data build mm9 as previously described^50^.

### Analysis of differential gene expression from RNA-seq

Differentially expressed genes were identified using Cuffdiff version 2.0.2. Paired-end RNA-seq reads were aligned to the mouse mm9 reference genome assembly, obtained from University of California at Santa Cruz (UCSC) using TopHat^51^. Quantification of reference annotations was performed to determine differential expression in known genes annotations to obtain differentially expressed genes between various WT/tumour conditions. Pathway analyses were performed using a list of 840 genes reported by The Cancer Genome Atlas (TCGA) to classify four human GBM subtypes,^3^,^4^ and a derived list of PI3K/AKT-related genes, by hierarchical clustering using R version 2.15.1 and package gplots for creating the heatmap. Log-fold changes, and in some cases raw FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values, were used to generate heatmaps, with rows denoting genes and columns, and columns denoting sample conditions. The rows (genes) were scaled to have a mean of zero and a s.d. of one. The default distance function (Euclidean) was used to compute the dissimilarities between both rows and columns. The raw and normalized data have been deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE75300).

### Quantitative RT–PCR-based analysis of mRNA expression

SYBR Green (Applied Biosystem) assays were used to quantitate PI3K-related pathway or HR/A-EJ-related genes in GXP GBMs and other control samples. Total RNA at 1 μg was used to synthesize first strand of cDNA using random hexamers and SuperScript III reverse transcriptase. Primer sequence pairs used for these analyses are shown in Supplementary Table 4. Amplifications were run in a C1000 Real-time Thermal Cycler (Bio-Rad Laboratories). A DNA melt-curve was used to confirm the presence of a single PCR product in each assay. Real-time PCR results for PI3K/AKT-related genes were normalized to β-actin mRNA expression and analysed using the Mann–Whitney test and results for HR/A-EJ related gene expression were normalized and analysed using the two-way analysis of variance with Tukey’s multiple comparisons test.

### IF and microscopy

IF staining was performed as previously described^8^. DSB foci were detected by immunostaining with a monoclonal antibody to γH2AX (EMD Millipore; 05-636, 1:400), a polyclonal antibody to 53BP1 (Novus Biologicals; NB100-904, 1:100) or FANCD2 (Abcam; ab108928, 1:50). Localization studies were performed using antibody to PTEN (Cell Signalling; 9188, 1:100) or CK2β (Santa Cruz; sc-12739, 1:50) followed by incubation with a polyclonal goat anti-mouse or rabbit IgG Alexa Fluor 488/568 (Invitrogen) at 1:400 for 1 h. Cover glasses were mounted in Vectashield mountant with DAPI (Vector Laboratories) as nuclear stain. Images were captured using oil immersion 63 × objectives Zeiss Axio Imager A1/Axio Cam MRC and Axiovision LE software (Carl Zeiss, Oberkochen, Germany).

### Immunoblotting and nuclear/cytoplasmic fractionation

Immunoblotting and subcellular fractionation were performed as previously described^52^. PTEN (Cell Signalling; 9188, 1:2,000), p-PTEN (S380/T382/T383) (Cell Signalling; 9549, 1:1,000), CK2β (Santa Cruz; sc-12739, 1:100), PIK3CA (Cell Signalling; 4249, 1:1,000), PIK3CB (Santa Cruz; sc-602, 1:100), pan-AKT (Cell Signalling; 4691, 1:2,000), p-AKT (S473) (Cell Signalling; 4060, 1:1,000), p-AKT (T308) (Cell Signalling; 2965, 1:1,000), CCND1 (Cell Signalling; 2926, 1:2,000), p-PRAS40 (T246) (Cell Signalling; 2997, 1:1,000) or β-actin (Cell Signalling; 4970, 1:3,000) were used for detection followed by the incubation with peroxidase-labelled anti-mouse (Cell Signaling; 7076, 1:2,000) or anti-rabbit (BioRad; 1662408, 1:2,000) IgG secondary antibody. Image J (National Institutes of Health, Bethesda, MD, USA) was used to quantify bands and compare with the loading control. For native conditions, all reducing and denaturing reagents were excluded from all steps. Uncropped blots are shown in Supplementary Fig. 8.

### Generation of plasmid vectors

pLenti-HA-CK2β was generated by *Eco*RI*/Bam*HI insertion of mouse CK2β cDNA, and pLenti-HA-PTEN WT, PTEN4A (S380A/T382A/T383A/S385A) and PTEN4E (S380E/T382E/T383E/S385E) constructs were generated by *Eco*RI/*Bam*HI insertion of the corresponding cDNA templates from pcDNA3.1 constructs (obtained from Addgene).

### Anchorage-independent assays

1 × 10^5^ cells, mixed into 0.4% agar, were placed on top of a solidified medium of 0.8% noble agar, then overlayed with 500 μl of culture medium daily up to 3 weeks in 5% 37 °C CO_2_ incubator and cells were stained with iodonitrotetrazolium chloride for colony visualization as previously described^53^.

### Assessment of cell viability

Cells were cultured in 96-well plates as 5 × 10^3^ cells per well in control medium or with the indicated concentrations of TBB, doxorubicin, LY294002 or MK2006 or combinations. At indicated time points, quantitative determination of viability was performed with the CellTiter-Glo Luminescent Cell Viability Assay Kit according to the manufacturer’s instructions (Promega). Alternatively, relative cell viability was assessed by cell counting with Trypan Blue exclusion of dead cells.

### Data availability

RNA-seq data that support the findings of this study have been deposited in GEO with the primary accession code GSE75300. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files or available from the authors on request.

## Additional information

**How to cite this article:** Kang, Y.-J. *et al*. Contribution of classical end-joining to PTEN inactivation in p53-mediated glioblastoma formation and drug-resistant survival. *Nat. Commun.* **8,** 14013 doi: 10.1038/ncomms14013 (2017).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary figures and supplementary tables.

Peer Review File

## Figures and Tables

**Figure 1:**
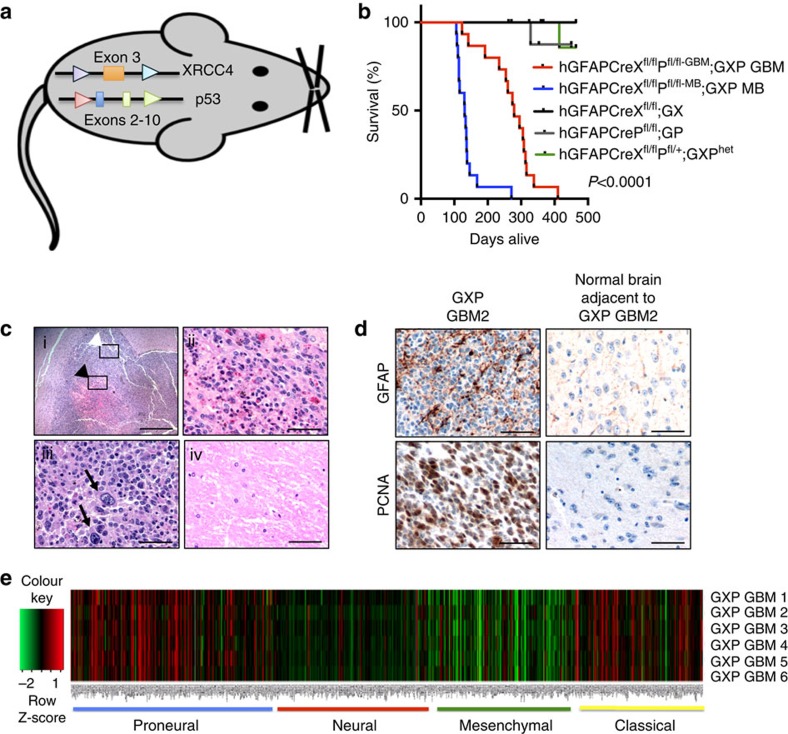
Configuration and characterization of GBMs developed from hGFAP-CreXRCC4^fl/fl^p53^fl/fl^ mice. (**a**) Schematic diagram of loxP-flanked *XRCC4* and p53 conditional knockout alleles, bred into hGFAP-Cre transgenic mice. (**b**) Kaplan–Meier survival analyses on hGFAPCreX^fl/fl^P^fl/fl-GBM^ (GXP GBM; *n*=19), hGFAPCreX^fl/fl^P^fl/fl-MB^ (GXP MB; *n*=18), hGFAPCreX^fl/fl^ (GX; *n*=29), hGFAPCreP^fl/fl^ (GP; *n*=11) and hGFAPCreX^fl/fl^P^fl/+^ (GXP^het^; *n*=7) mutant mice. Data are analysed using log-rank (Mantel–Cox) test. (**c**) Haematoxylin and eosin (H&E) staining of serial sections of a representative primary GXP GBM exhibiting marked cellular pleomorphism, pseudopalisading necrosis (ii; magnified of black arrowhead box indicated in i) and multinucleated giant cell phenotypes (iii; black arrows; magnified of white arrowhead box indicated in i), compared with its adjacent normal brain tissue (iv). Scale bars, 200 μm (i) and 50 μm (ii–iv). (**d**) Immunohistochemical staining of GXP GBM2 and its adjacent normal brain tissue with antibody against GFAP or PCNA. Scale bars, 50 μm. (**e**) Unsupervised hierarchical clustering analysis of RNA-seq. Each row represents a distinct sample (6 independent GXP GBMs compared with GXP NS) and each column represents an individual gene (based on a list of 840 genes that classifies the four TCGA human GBM subtypes). Normalized (log2) and standardized (each sample to mean signal=0 and s.d.=1) level of gene expression is denoted by colour (green; low, dark; intermediate, red; high), as indicated in the gradient panel. See also Supplementary Fig. 1.

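Each of the 6 GXP GBMs showed the proneural and classical lists above the library labelled GXP NS and the mesenchymal list below it. The proneural median log2 ratio ran from 3.46 in GXP GBM1 to 6.42 in GXP GBM5, and the classical median from 2.62 in GXP GBM1 to 5.14 in GXP GBM3. In every tumour both lay at percentile 100.0 of the medians of 10000 random lists of the same size matched on mean expression. The neural list was lower, from 0.71 in GXP GBM1 (percentile 95.5) to 3.07 in GXP GBM3 (percentile 100.0). Mesenchymal medians ran from -4.07 in GXP GBM1 to -1.16 in GXP GBM2, at percentile 0.0 in each tumour. In the main fit the 26 members known from leukocytes had a median of -4.57, and the other 50 a median of 0.16, against 0.36 over all genes tested. The mesenchymal percentile therefore does not tell a fall in the tumours from leukocyte transcripts in the library labelled GXP NS. The proneural median exceeded the classical one in GXP GBM1, GXP GBM2 and GXP GBM5, by 0.84, 0.76 and 2.85. In GXP GBM3, GXP GBM4 and GXP GBM6 it was lower, with differences of -0.70, -0.86 and -0.21. Both exceeded the neural median in 6 of 6 tumours, in ratios of CPM + 0.1. In the main fit the order was the reverse, with medians of 6.13 for the neural, 5.71 for the classical and 5.54 for the proneural list. With genes at 0 counts set at their bound they were 2.69, 4.97 and 5.54. Of 49 neural genes, 16 were at 0 counts in the library labelled GXP NS, so their order depends on how such genes are handled. These percentiles describe single libraries against 1 shared control, with no replicate of it. The neural stem cell list also lay at percentile 100.0 in every tumour, and Sox2 was at 0.47 CPM in that control. The percentiles therefore do not tell a subtype signature from neural expression in general.

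Some genes of neural lineages passed the test as higher in the tumours. Of 12 oligodendrocyte precursor genes 5 rose and none fell (9 and none when adjusted over the list alone), with a median log2 fold change of 10.07, or 9.35 with bounds. Olig2, a transcription factor of that lineage, was at 260 ± 172 CPM in the tumours (SD, n = 6) and 0.470 CPM in the library labelled GXP NS. Of 18 genes of neural stem cells and radial glia 5 rose and none fell (6 and 1 when adjusted over the list alone), with a median of 6.75, or 5.60 with bounds. They included Nes, with a log2 fold change of 6.06 (standard error 0.96, adjusted p = 0.0049 from edgeR), and the glutamate transporter gene Slc1a3, with 8.62. Of 14 astrocyte genes 3 rose and none fell (4 and none when adjusted over the list alone), and Gfap was at 22.2 ± 21.6 CPM (SD, n = 6) against 3 counts, a ratio of 189 (95% counting interval 64.7 to 917) that did not pass the test. In camera with a preset correlation the adjusted p over 37 lists was 9.3e-04 for the oligodendrocyte precursor, 0.0045 for the neural stem cell and 0.0081 for the astrocyte list. With an estimated correlation the adjusted p was 0.52, 0.40 and 0.43, so these calls were lost. Of 11 oligodendrocyte genes none passed in edgeR, adjusted over all genes or over the list alone, and none had an unadjusted p under 0.05, while DESeq2 called 3 and limma on log2(FPKM + 1) none. Their median was 7.02, or 5.34 with bounds and 4.07 without GXP GBM5, and the adjusted p of the list was 0.34 in camera and 0.90 with an estimated correlation. Of 15 microglia and macrophage genes 12 fell and none rose (13 and none when adjusted over the list alone), with an adjusted p of 8.1e-12 in camera and 0.020 with an estimated correlation. That list had a median of 6.32 CPM in the library labelled GXP NS, and its members Ptprc and Laptm5 are expressed across leukocytes. Of 22 B lymphocyte genes, a list written after the results were seen, 21 fell (22 when adjusted over the list alone), with a median of -10.85.

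**Figure D1:**
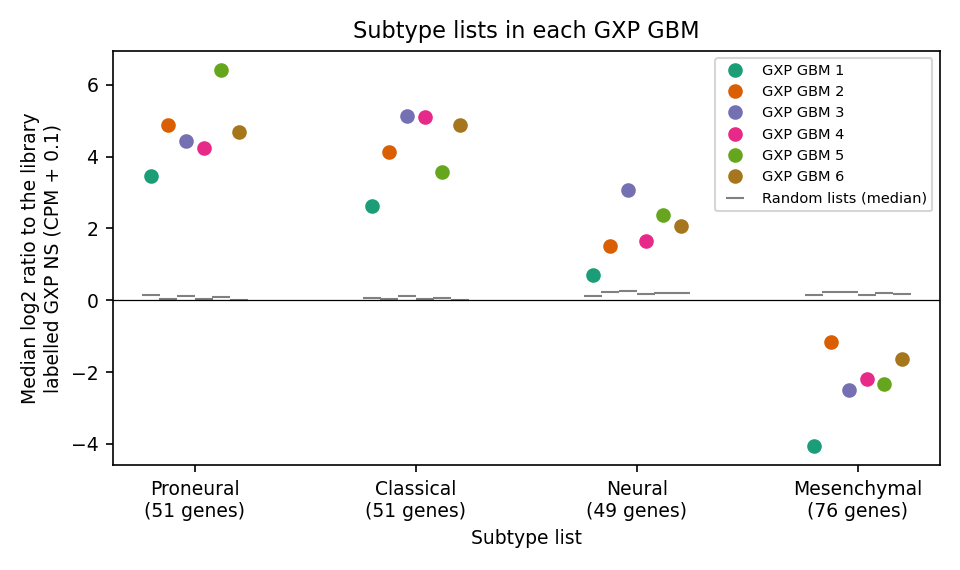
Median log2 ratio of the genes of each subtype list, GXP GBM over the library labelled GXP NS (CPM plus 0.1), for each of the 6 GXP GBMs (coloured points), with the median of 10000 random lists of matched expression (grey bars). The proneural medians lie between 3.46 and 6.42 and the mesenchymal medians between -4.07 and -1.16. The mesenchymal list includes 26 genes known from leukocytes, with a main-fit median of -4.57, against 0.16 for its other 50 genes.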

**Figure 2:**
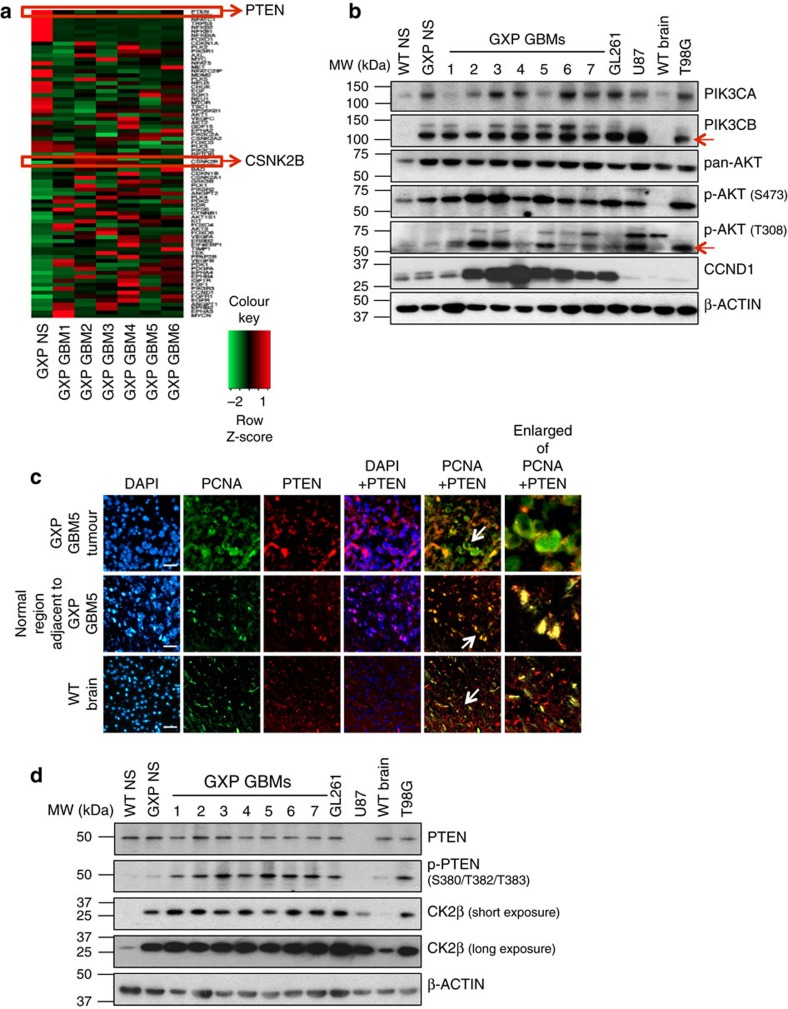
PTEN loss of function in GXP GBMs. (**a**) Heatmap of the PI3K/AKT signalling pathway genes generated from RNA-seq analysis highlighting downregulated expression level of PTEN and upregulated expression level of CSNK2B (CK2β) in 6 independent GXP GBMs compared with GXP NS. (**b**) Immunoblot analysis of PIK3CA, PIK3CB (indicated by red arrow), pan-AKT, p-AKT (S473), p-AKT (T308) (indicated by red arrow) and CCND1 in 7 independent GXP GBMs compared with WT or GXP NS, WT adult forebrain, GL261 (p53-mutated), U87MG (PTEN-null) or T98G (p53/PTEN mutated). MW; molecular weight. (**c**) Co-IF staining of PTEN and PCNA on primary GXP GBM5 paraffin-embedded sections, tumour cells (top panel) compared with adjacent normal tissue (middle panel) and WT adult brain tissue (bottom panel) are shown. PCNA and DAPI staining of nuclei are shown. White arrows in PCNA+PTEN merged images denote the regions enlarged in the far-right panels. Scale bars, 50 μm. (**d**) Immunoblot analysis of PTEN, p-PTEN (S380/T382/T383) and CK2β in seven independent GXP GBMs compared with WT or GXP NS, WT adult forebrain, GL261, U87MG or T98G. See also Supplementary Fig. 2.

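Pten mRNA was lower in all 6 GXP GBMs than in the library labelled GXP NS. That library held abundant B lymphocyte transcripts, so a difference from it may lie in the cell type rather than in the tumours. Pten, whose product removes the phosphate that PI3K adds to form PIP3, lies on chromosome 19 of mm9 from 32832067 to 32900650. It was at 135 ± 56.9 CPM in the tumours (SD, n = 6) and 575 CPM in that library, a log2 fold change of -2.09 (standard error 0.53, adjusted p = 0.031 from edgeR). Without GXP GBM5 the log2 fold change was -1.99 and the adjusted p 0.052, and over all alternatives the adjusted p ran from 0.0088 to 0.052. Csnk2b, the regulatory subunit of CK2, lies on chromosome 17 from 35253140 to 35258392. It was at 176 ± 29.4 CPM in the tumours (SD, n = 6) and 100.4 CPM in the library labelled GXP NS, higher in 6 of 6 tumours. Its log2 fold change of 0.81 (standard error 0.38) did not pass the test (adjusted p = 0.18 from edgeR), and no alternative called it (adjusted p = 0.13 to 0.23). In simulated data of the same design edgeR called 4% of 50 genes changed 4-fold, a share that need not hold in the real data. The missing call of Csnk2b, at a smaller change, therefore does not show that it is unchanged. An exact permutation test of 6 libraries against 1 cannot go below a one-sided p of 0.143, which both Pten and Csnk2b reach, or 0.286 when doubled for both sides. The catalytic subunits of CK2 had log2 fold changes of 0.82 for Csnk2a1 (adjusted p = 0.57 from edgeR), or 0.19 without GXP GBM2, and 0.10 for Csnk2a2 (adjusted p = 0.89), or -0.00 without GXP GBM5.

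Of the 78 genes in the study's PI3K/AKT list, 5 rose, 10 fell and 63 did not pass the test. The study chose this list, so its count is not independent evidence, and the counts were the same when adjusted over the list alone. The receptor tyrosine kinase genes Fgfr1, Ephb2, Epha4 and Igf1r rose, as did Pik3r3, a regulatory subunit of PI3K. Fgfr1 was at 141 ± 45.7 CPM (SD, n = 6) against 0.3915 CPM, and Pik3r3 had a log2 fold change of 4.30 (standard error 0.82, adjusted p = 0.010 from edgeR). Besides Pten and Trp53, the genes that fell were Foxo1, Mdm2, Nfat5, Nfatc1, Nfkb1, Nfkb2, Nfkbia and Tgfb1. Foxo1, a transcription factor restrained by AKT, was at 23.5 ± 6.61 CPM (SD, n = 6) against 351.5 CPM. The NF-κB subunit gene Nfkb1 was at 22.3 ± 6.35 CPM against 364 CPM. The list's median log2 fold change was 0.58, against 0.36 over all genes tested, and camera gave p = 0.83 with either the preset or an estimated correlation. In the library labelled GXP NS, the B lymphocyte gene Cd79b stood at 1119 CPM and Ptprc, expressed across leukocytes, at 1987 CPM.

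In the authors' deposited tables, which compare each tumour with that library alone, the log2 fold change of Pten ran from -2.89 in GXP GBM4 to -1.52 in GXP GBM1 and that of Csnk2b from 0.35 in GXP GBM5 to 1.04 in GXP GBM2. The authors' unadjusted p-values there were 0.05 to 0.29 for Pten and 0.47 to 0.81 for Csnk2b.

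**Figure D2:**
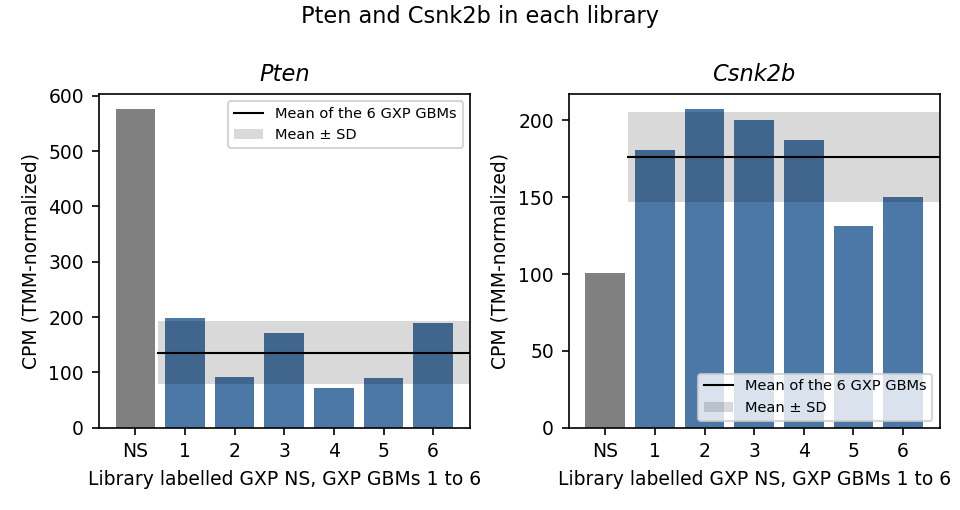
TMM-normalized CPM of Pten and Csnk2b in the library labelled GXP NS (grey) and in GXP GBMs 1 to 6 (blue), with the mean of the 6 tumours (line) and its SD (band). Pten is at 575 CPM in the library labelled GXP NS and at most 199 CPM in a tumour. Csnk2b is at 100.4 CPM and at least 131 CPM.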

**Figure 3:**
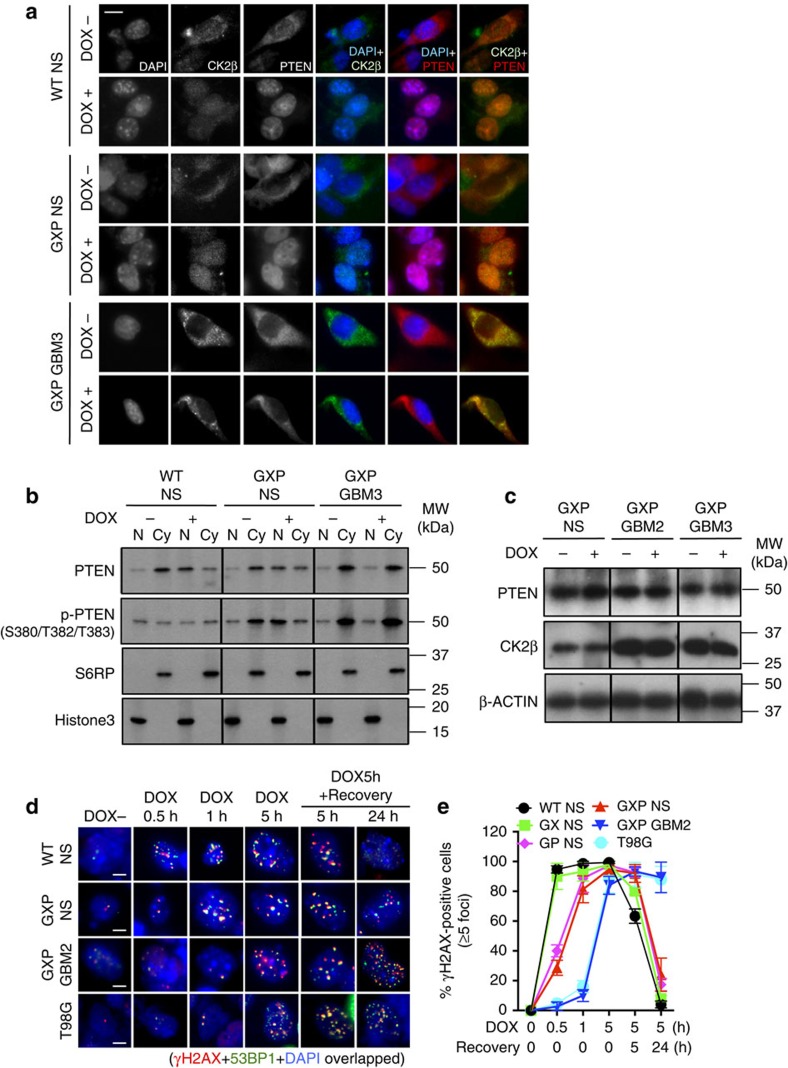
Correlation of CK2 and PTEN subcellular distribution with delay in DNA damage response in GBMs. (**a**) Co-IF of CK2β and PTEN with DAPI nuclear staining in the absence of doxorubicin (DOX−; dimethylsulfoxide (DMSO)-treated) or after 5 h of exposure to DOX (DOX+; 0.5 μM DOX-treated) in GXP GBM3 compared with WT or GXP NS. Representative images are shown. See Supplementary Fig. 3a for representative IFs of GX or GP NS, GXP GBM2 and T98G. Scale bar, 20 μm. (**b**) Immunoblot analysis of nuclear (N) and cytosolic (Cy) distributions of total PTEN and S380/T382/T383-phospho-PTEN in WT or GXP NS, or GXP GBM3 in DOX− (DMSO-treated) and DOX+ (0.5 μM/5 h) conditions. Loading controls: S6RP (cytosolic) and Histone3 (nuclear). (**c**) Immunoblot analysis of PTEN and CK2β in two representative GXP GBMs compared with GXP NS in DOX− (DMSO-treated) and DOX+ (0.5 μM/5 h). Loading control: β-actin. (**d**) Co-IF staining of DOX-induced foci of γH2AX and 53BP1 in WT or GXP NS, GXP GBM2 and T98G. Cells were exposed to DOX (0.5 μM) for 0, 0.5, 1 or 5 h, and allowed to recover for 5 or 24 h before fixation, and antibody and DAPI nuclear staining. Representative images are shown. Scale bars, 10 μm. IF images for GX or GP NS compared with WT NS are further shown in Supplementary Fig. 3b. The percentage of γH2AX-positive cells (*y* axis) at the indicated time points (*x* axis) for each group is summarized in the graph in (**e**). Error bars represent mean±s.d. Representative 100 cells were randomly selected for quantification. Cells containing ≥5 foci were considered as γH2AX positive. See also Supplementary Fig. 3.

**Figure 4:**
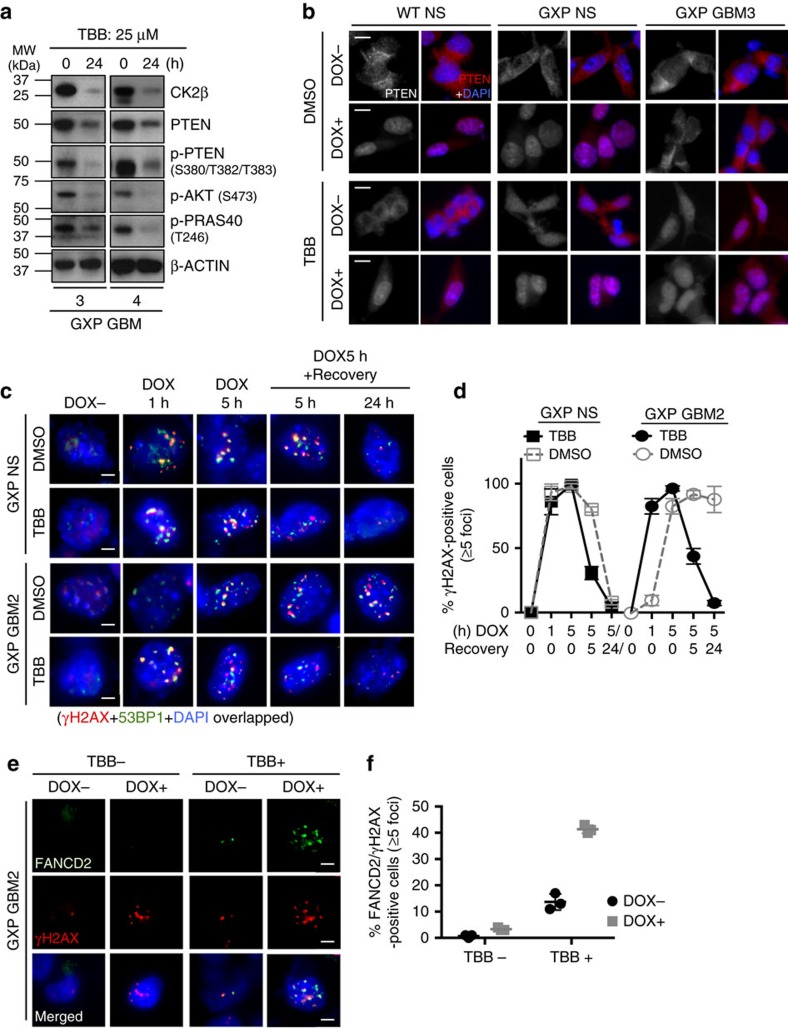
Restoration of nuclear PTEN-mediated DNA damage signalling by restraining CK2 impairs tumour but not normal neural stem cell survival. (**a**) Immunoblot analysis displaying the impact of TBB treatment (25 μM/24 h) on CK2β, PTEN, p-PTEN (S380/T382/T383), p-AKT (S473) and p-PRAS40 (T246) in GXP GBM3 & 4, with β-actin used as loading control. (**b**) IF of PTEN with DAPI nuclear staining in dimethylsulfoxide (DMSO)- or TBB (25 μM/24 h)-treated cells in the absence of DOX or after 5 h of exposure to DOX (0.5 μM). DOX was added 5 h before the end point of DMSO or TBB treatment. Representative images are shown. Scale bars, 20 μm. (**c**) Co-IF of γH2AX and 53BP1 foci formation with DAPI nuclear staining in DMSO- or TBB (25 μM/24 h)-treated GXP NS or GBM2 with DOX−, or 1 h or 5 h of DOX (0.5 μM) exposure followed by 5 or 24 h of recovery time. Scale bars, 10 μm. A graph quantifying the percent of γH2AX-positive GXP NS or GBM2 cells (*y* axis) with DMSO or TBB treatment at indicated time points of DOX treatment (*x* axis) is summarized in the graph in (**d**). Error bars represent mean±s.d. Representative 100 cells were randomly selected for quantification. Cells with ≥5 foci were considered as γH2AX positive. (**e**) Co-IF of FANCD2 and γH2AX with DAPI nuclear staining in TBB (25 μM/24 h)-treated GXP GBM2 exposed to DOX (0.5 μM) 5 h before fixation. Scale bars, 10 μm. The percent of FANCD2/γH2AX-positive foci at DSB sites (*y* axis) in TBB− or TBB+ (*x* axis) in GXP GBM2 is summarized in the graph shown in (**f**). Error bars represent mean±s.e.m. See also Supplementary Fig. 4.

**Figure 5:**
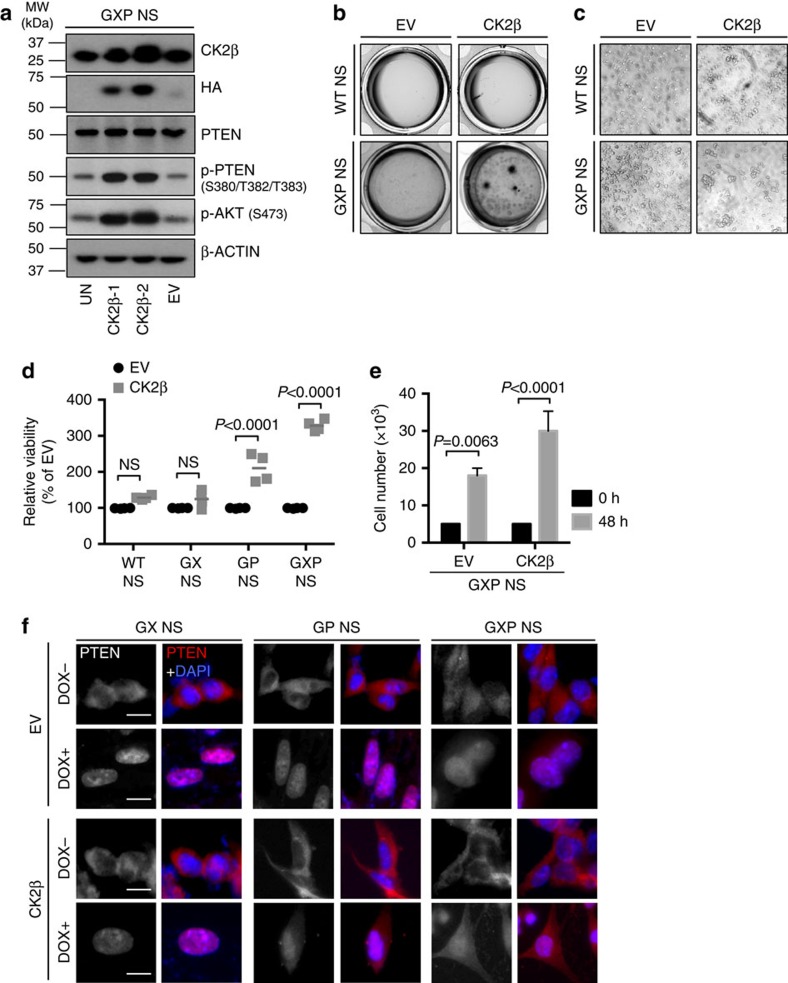
Impairment of PTEN nuclear distribution by CK2β overexpression promotes cellular transformation of GXP NS. (**a**) Immunoblot analysis of endogenous and HA-tagged CK2β, PTEN, p-PTEN (S380/T382/T383) and p-AKT (S473) in GXP NS. (**b**–**e**) Effects of HA-CK2β cDNA overexpression on anchorage-independent growth (**b**) sphere formation in liquid cultures (**c**) and cell proliferation measured by viability (**d**) and total cell counts (**e**) assessed 48 h after seeding. Data shown for (**d**,**e**) are from three independent experiments, normalized to the value of EV-transduced cells in each group, and analysed using two-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test including *P* values. All graphs depict mean±s.e.m. (**f**) IF of PTEN in CK2β-transduced GX, GP or GXP NS compared with EV-transduced GX, GP or GXP NS with or without DOX treatment (0.5 μM/5 h). Nuclei were visualized by DAPI staining. Scale bars, 20 μm. See also Supplementary Fig. 5.

**Figure 6:**
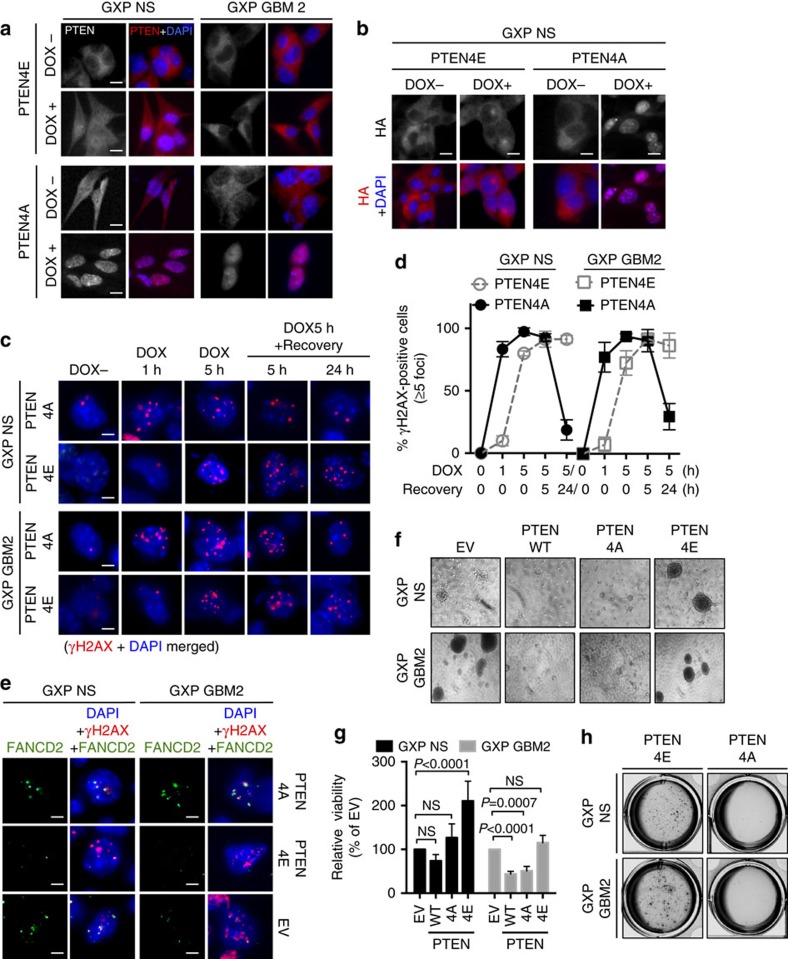
Attenuated PTEN-mediated DNA damage signalling underlies GBM tumorigenicity. (**a**) IF of PTEN with DAPI nuclear staining in pLenti-HA-PTEN4E- or 4A-transduced GXP NS or GBM2 in the absence of DOX (dimethylsulfoxide (DMSO)-treated) or after DOX (0.5 μM/5 h) treatment. Scale bars, 10 μm. (**b**) IF of HA to localize PTEN4E or PTEN4A in pLenti-HA-PTEN4E- or 4A-transduced GXP NS with or without exposure to DOX (0.5 μM/5 h). Nuclei were visualized by DAPI staining. Scale bars, 10 μm. (**c**) IF images shown here are representatives of majority of cells in each condition. IF of γH2AX foci with DAPI staining in PTEN4A- or 4E-transduced GXP NS or GBM2: DOX− or after 1 h or 5 h of DOX (0.5 μM) exposure, followed by 5 or 24 h of recovery time. Scale bars, 10 μm. The percent of γH2AX-positive foci formed (*y* axis) at the indicated time points of DOX treatment (*x* axis) in PTEN4E- or 4A-transduced GXP NS or GBM2 is summarized in the graph shown in (**d**). Error bars represent mean±s.d. Representative 100 cells were randomly selected for quantification and cells containing ≥5 foci were considered as γH2AX positive. (**e**) Co-IF of FANCD2 and γH2AX with DAPI nuclear staining in pLenti-HA-PTEN4A- or 4E-transduced GXP NS or GXP GBM2 after DOX (0.5 μM/5 h) treatment. Representative images are shown. Scale bars, 10 μm. (**f**–**h**) Sphere formation in liquid cultures (**f**) relative viability (**g**) and anchorage-independent assay (**h**) of control vector (EV), full-length WTPTEN, PTEN4A and PTEN4E-transduced GXP NS and GBM2. Normalization of data with *P* values from three independent experiments was performed as in Fig. 5d,e. Error bars in **g** represent mean±s.e.m. See also Supplementary Fig. 6.

**Figure 7:**
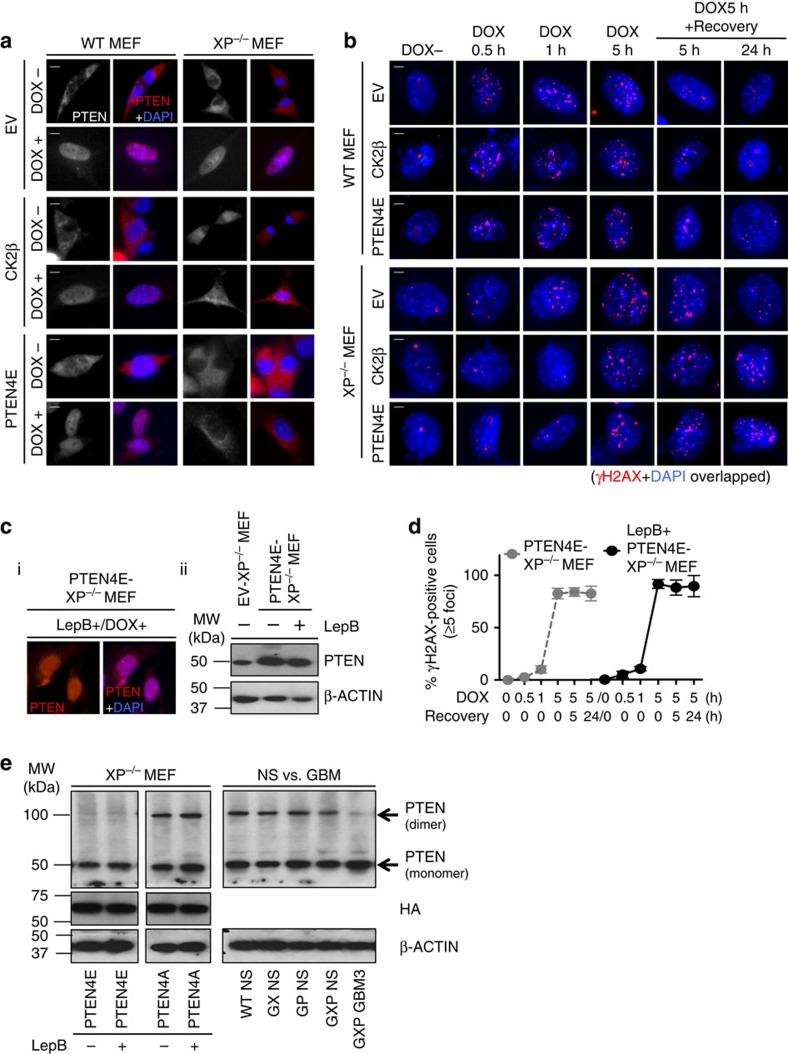
Physiologic DNA damage signalling requires nuclear distribution of active PTEN. (**a**) IF of PTEN with DAPI nuclear staining in EV, CK2β or PTEN4E-transduced WT or XP^−/−^ MEF cells, without DOX (dimethylsulfoxide (DMSO)-treated) or after DOX (0.5 μM/5 h) exposure. Scale bars, 10 μm. (**b**) IF of DOX-induced γH2AX foci with DAPI nuclear staining in EV, CK2β or PTEN4E-transduced WT or XP^−/−^ MEF cells: DOX− or after 0.5, 1 or 5 h of DOX (0.5 μM) exposure, followed by 5 or 24 h of recovery time. Representative images are shown. Scale bars, 10 μm. (**c**i) IF of PTEN with DAPI nuclear staining in PTEN4E-transduced XP^−/−^ MEF cells treated with Leptomycin B (LepB+;10 ng ml^−1^) 4 h before exposure to DOX. (**c**ii) Immunoblot analysis of PTEN in LepB-treated-PTEN4E-transduced XP^−/−^ MEF cells compared with untreated PTEN4E- or EV-transduced XP^−/−^ MEF cells. (**d**) A graph quantifying the percent of γH2AX-positive PTEN4E-transduced XP^−/−^ MEF cells with or without LepB treatment (*y* axis) from Fig. 7b and Supplementary Fig. 7b at indicated time points of DOX treatment (*x* axis). Error bars represent mean±s.d. Representative 50 cells were randomly selected for quantification. Cells with ≥5 foci were considered as γH2AX positive. (**e**) Immunoblot analysis of PTEN in PTEN4A- or 4E-transduced XP^−/−^ MEF cells with or without LepB treatment (left panel), and in GXP GBM3 compared with WT, GX, GP or GXP NS (right panel) in nondenaturing and nonreducing conditions. See also Supplementary Fig. 7.

**Figure 8:**
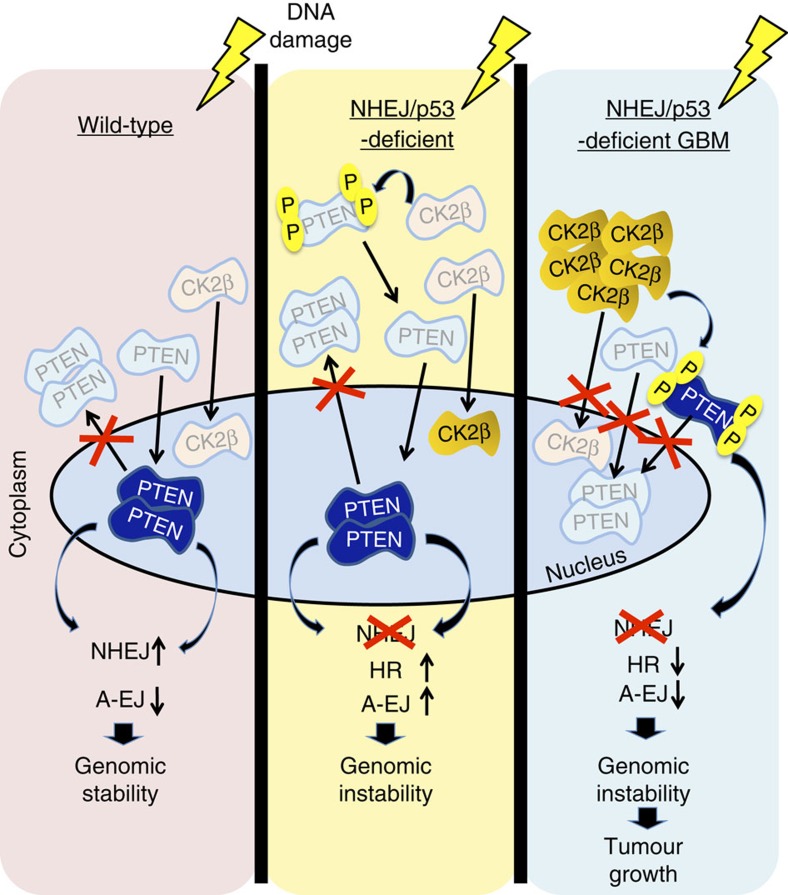
Model summarizes the contribution of defective NHEJ to PTEN DNA damage signalling and suppression of p53-mediated GBM formation and drug-resistant survival. PTEN is a sensor that is induced as an upstream factor of DNA damage response and repair pathways. Under normal physiologic conditions, in response to DSBs, active PTEN dimers accumulate in the nucleus and activate the available DNA repair pathways, particularly NHEJ. DSBs that progress with p53 loss are accumulated further in NHEJ-deficient cells. DNA damage induced under these conditions results in constitutive activation of CK2 that is enforced in the combined NHEJ- and p53-deficient setting that inactivates and retain PTEN predominantly in its monomeric inactive state. Cells lacking active dimeric PTEN are unable to mount a DNA damage response and activate repair pathways, and constitutively activate PI3K/AKT signalling that promotes the progression of oncogenic lesions in GBM pathogenesis. Blocking the formation of the inactive p-PTEN enzyme, by restraining CK2 in the presence of DNA-damaging agents, represents a potential therapeutic strategy that suppressed resistance to genotoxic stress and GBM survival.

# Supplementary material for: Contribution of classical end-joining to PTEN inactivation in p53-mediated glioblastoma formation and drug-resistant survival
**Source:** Nat Commun. 2017 Jan 17;8:14013. doi: 10.1038/ncomms14013
**Supplement:** Supplementary Information — Supplementary figures and supplementary tables.

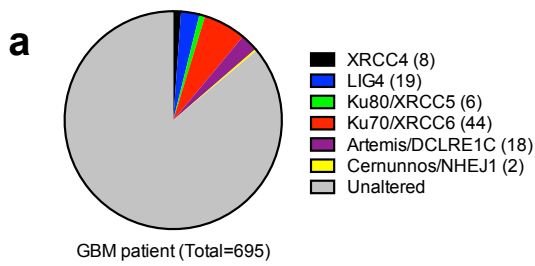

b

GeneA	GeneB	P-Value	Log Odds Ratio	Association
TP53	PTEN	9.25E-06	1.0856	Tendency towards co-occurrence (Significant)
TP53	XRCC4	0.0208	Infinity	Tendency towards co-occurrence (Significant)

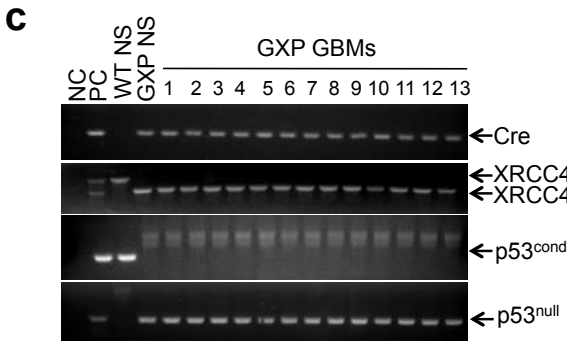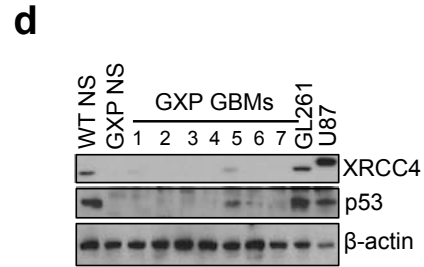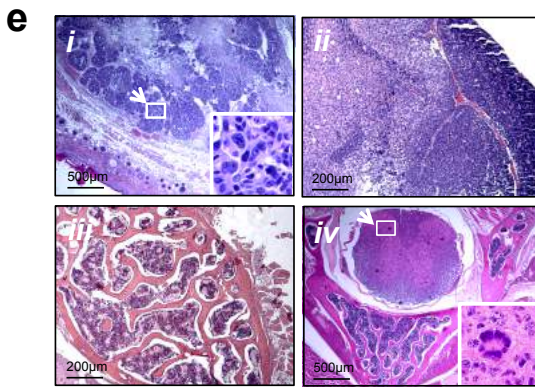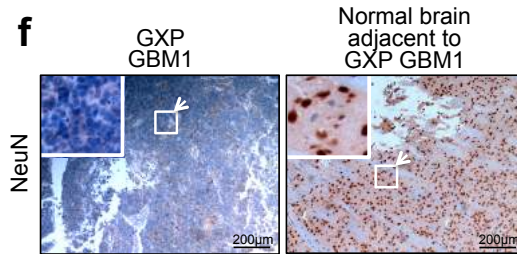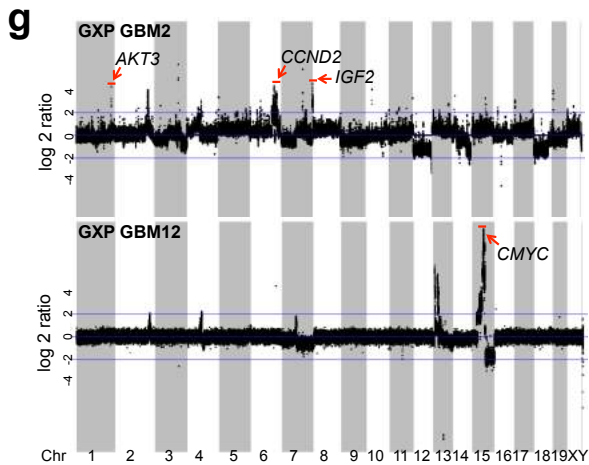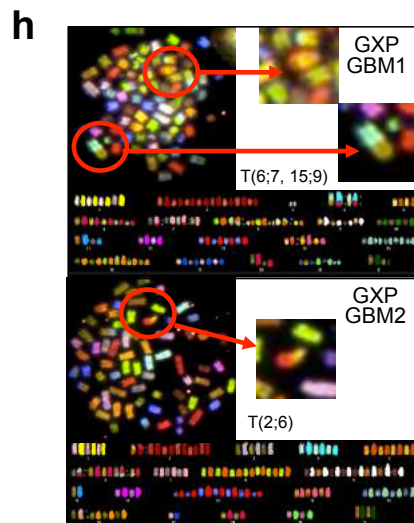

Supplementary Figure 1: Characterisation of GBMs arose from hGFAP-Cre-XRCC4^{fl/fl}p53^{fl/fl} mice, Related to Figure 1.

(a) A pie chart representing the number of GBM patients ($n=97/695$) with NHEJ gene defects (COSMIC database). **(b)** A table summarising the tendency for co-occurrence of molecular alterations in TP53 with PTEN or XRCC4 in human GBMs (cBioPortal database). **(c)** Total genomic DNA from GXP mutant mouse brain tissues was isolated and PCR amplified for sequences specific for Cre (200bp), XRCC4^{fl/fl} (1125bp), XRCC4^{null} (862bp), p53^{cond} (584bp), and p53^{null} (431bp) alleles. The positions of these bands are indicated by arrows on the right. Lane 1: Negative Control (NC), no DNA, Lane 2: Positive Control (PC) for each sequence, Lane 3: DNA from WT (XP-undeleted) neural stem cells, Lane 4: DNA from GXP neural stem cells, and Lane 5-17: DNA from GXP GBMs. **(d)** Immunoblot analysis of XRCC4 and p53 in 7 independent GXP GBMs compared to WT NS, GXP NS, GL261, or U87. **(e)** H&E of medulloblastomas observed in the spinal cord **(i)** and brain **(ii)** of GXP mice, and high-grade astrocytic gliomas observed in the spinal cord of GXP mice those are also harboring GBMs in their brains **(iii)** and **(iv)**. Boxed regions indicated with white arrows in **(i)** and **(iv)** are shown at higher magnification and enlarged. **(f)** Immunohistochemical staining in GXP GBM1 compared to its adjacent normal brain tissue with antibody against NeuN. Boxed regions indicated with an arrow in each image are shown at higher magnification and enlarged. **(g)** Array comparative genomic hybridization (aCGH) plots of whole spectrum of chromosomes (X-axis) and log₂ ratio (Y-axis) are shown for two representative GXP GBMs (#2 and #12 are shown). Amplified regions containing *AKT3* (chr1), *CCND2* (chr6), and *IGF2* (chr7) in GXP GBM2 (upper panel), and *CMYC* (chr15) in GXP GBM12 (bottom panel)

are indicated. **(H)** Spectral karyotype analyses displaying high levels of aneuploid and non-recurrent translocations in GXP GBM1 (translocations in chromosome 6, 7, 9, and 15) and GXP GBM2 (translocation in chromosome 2 and 6).

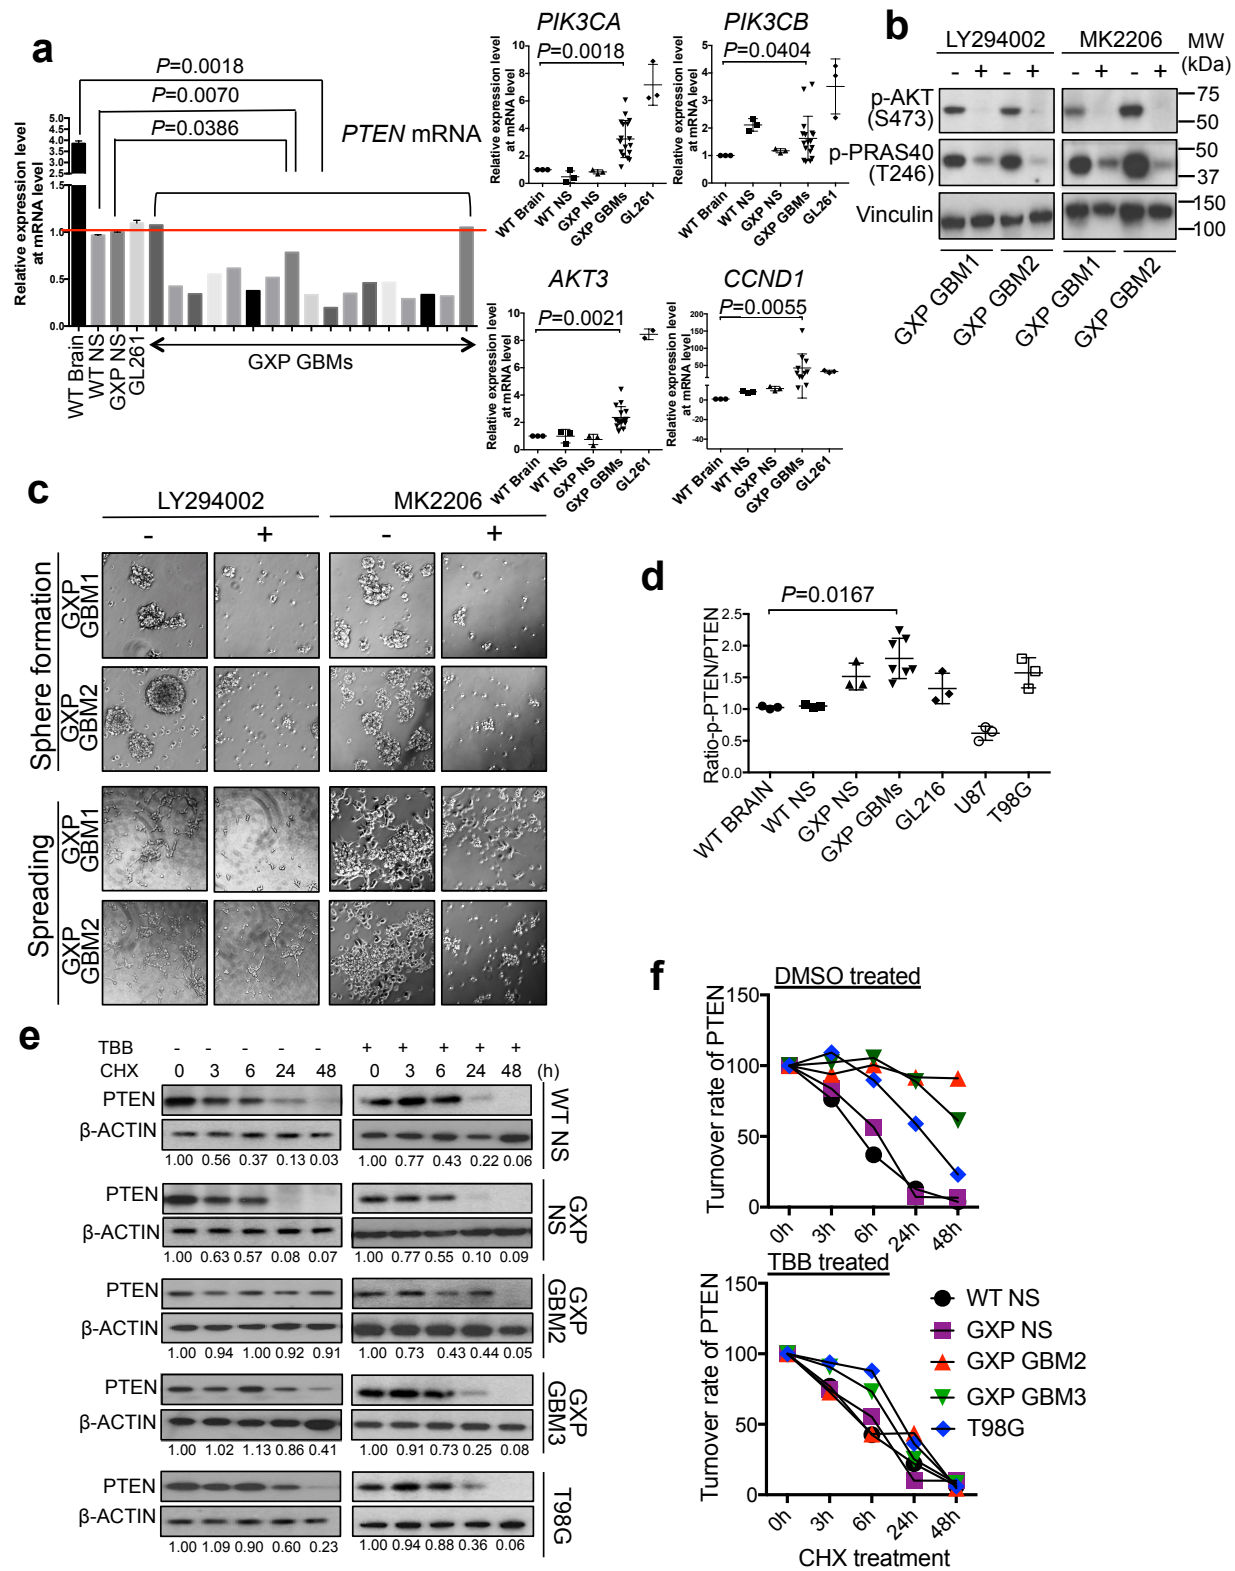

Supplementary Figure 2: GXP GBMs display downregulated *PTEN* mRNA and stabilised PTEN protein leading to hyperactivation of the downstream PI3K-AKT signaling pathway, Related to Figure 2.

(a) Real-time reverse transcriptase PCR (RT-PCR) was used to quantitate the mRNA expression and validate the results from RNA-seq analysis of *PTEN*, PI3K-AKT related genes (*PIK3CA*, *PIK3CB*, *AKT3*, and *CCND1*) in 17 independent GXP GBMs compared to WT adult forebrain, WT or GXP NS, and GL261. 

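In the RNA-seq of 6 of these tumours, none of Pik3ca, Pik3cb, Akt3 and Ccnd1 passed edgeR's test against the library labelled GXP NS. Pik3ca, a catalytic subunit of PI3K, was at 67.15 ± 19.0 CPM in the GXP GBMs (SD, n = 6) and 160.1 CPM in that library, lower in 6 of 6 tumours, with a log2 fold change of -1.25 (standard error 0.40, adjusted p = 0.067 from edgeR). Pik3cb, another catalytic subunit, was higher in 6 of 6 tumours at 15.2 ± 9.47 CPM (SD, n = 6) against 6.54 CPM, with a log2 fold change of 1.22 (standard error 0.93, adjusted p = 0.38 from edgeR). Akt3 was at 78.4 ± 33.8 CPM (SD, n = 6) against 52.4 CPM, below it in GXP GBM2 and above it in the others. Its log2 fold change was 0.58 (standard error 0.63, adjusted p = 0.53 from edgeR). Ccnd1, which encodes the G1 cyclin D1, ranged from 180.4 CPM in GXP GBM1 to 7363 CPM in GXP GBM4, against 4.70 CPM. Its log2 fold change was 8.53 (standard error 3.17, adjusted p = 0.10 from edgeR). Cr2, which encodes the B lymphocyte antigen CD21, was at 49.7 CPM in the library labelled GXP NS and at most 0.442 CPM in a tumour. Pik3ca passed with DESeq2 (adjusted p = 0.042) and without GXP GBM6 (adjusted p = 0.039), over a range of 0.039 to 0.12 among the alternatives. Ccnd1 passed without GXP GBM4 (log2 fold change 7.04, adjusted p = 0.034), with DESeq2 (adjusted p = 4.1e-06) and in limma on FPKM values with a pseudocount of 1 (adjusted p = 0.045) or 0.1 (adjusted p = 0.021), over a range of 4.1e-06 to 0.14.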

RT-PCR results were analysed using the Mann Whitney test including a *P*-value in each graph. Data are representative of three biological replicates. All graphs depict mean $\pm$ s.e.m. **(b)** Efficacy of LY294002 or MK2206 in GXP GBM1 and 2 was measured by immunoblot analysis of p-AKT (S473) and p-PRAS40 (T246). Vinculin was used for loading control. **(c)** Impact of LY294002 or MK2206 on the growth of GXP GBM1 and 2 was displayed by showing morphological alterations (sphere formation and cell spreading). Cells were treated with LY294002 (25 μ M) or MK2206 (2 μ M) for 48h in a suspension culture for sphere formation or on the matrigel-coated cover glass for cell spreading, respectively. **(d)** Densitometry of immunoblot bands from 3 independent experiments shown in Fig. 2d was measured using Image J. The graph presents the ratio of p-PTEN to the total PTEN (Y-axis) in GXP GBMs compared to WT adult brain, WT or GXP NS, GBM cell lines (murine GL261, human U87, or human T98G) (X-axis). The statistical analysis for the comparison between the ratio in WT adult brain and GXP GBMs was performed using the Mann Whitney test including a *P*-value. Results are pooled from three independent experiments. All graphs depict mean $\pm$ s.e.m. **(e)** Immunoblot analysis of PTEN after cyclohexamide (200 μ g/ml) treatment for an indicated time period in GXP GBMs

compared to WT or GXP NS, and T98G cell line with DMSO or TBB treatment. Numbers below each blot are corresponding to the densitometry of each band, which was normalised to the β -ACTIN and then standardised to the PTEN expression level at 0h of cyclohexamide. **(f)** Two graphs summarising and comparing the turnover rate of PTEN protein (Y-axis) for indicated time period of cyclohexamide (X-axis) in DMSO-treated (upper) or TBB-treated (bottom) GXP GBMs compared to WT or GXP NS, and T98G cell line.

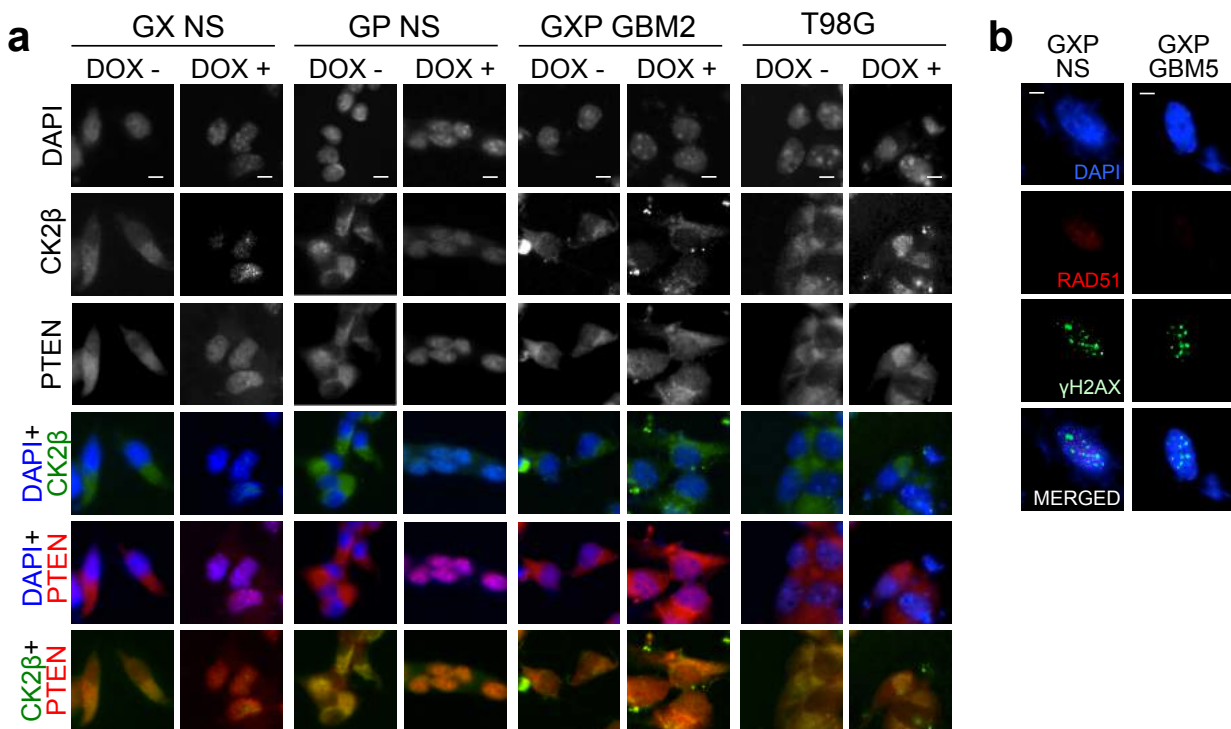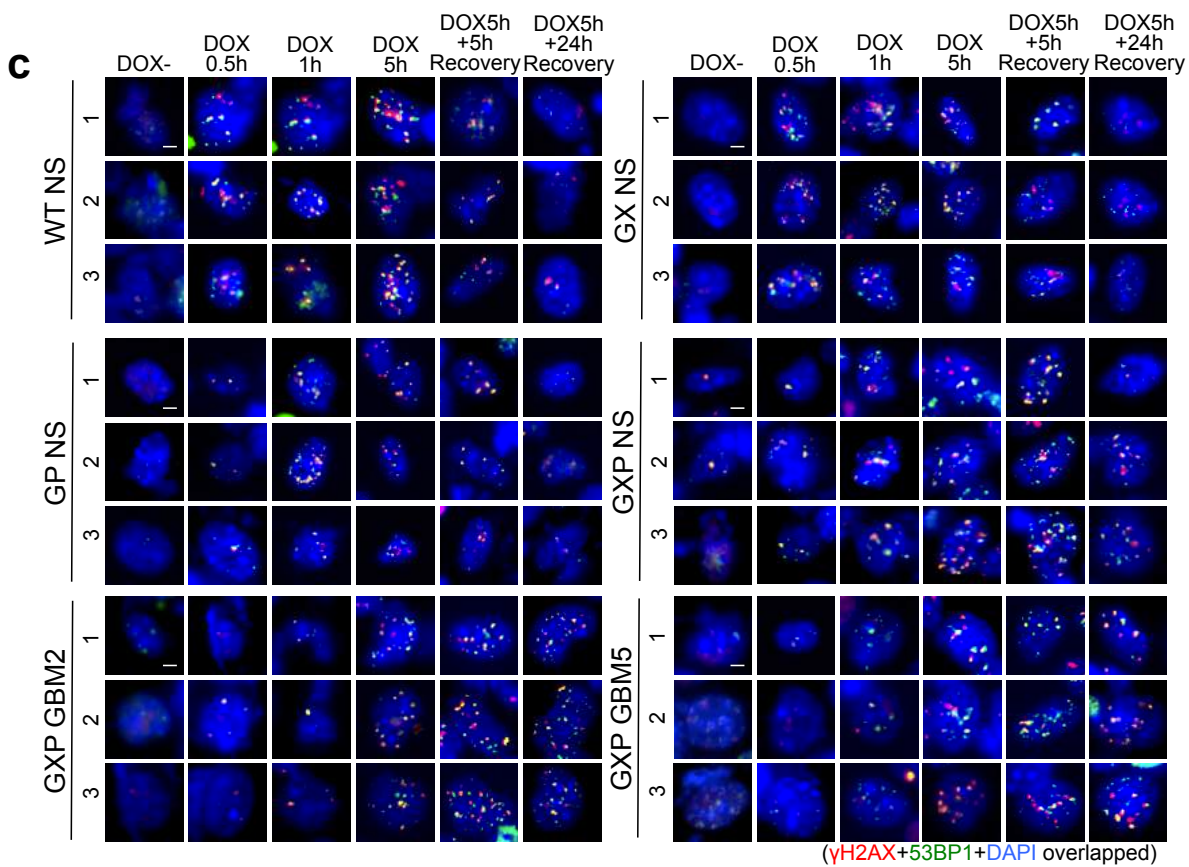

Supplementary Figure 3: DNA damage-induced nuclear PTEN distribution is attenuated in both murine and human GBMs, Related to Figure 3.

(a) Co-Immunofluorescence (IF) staining of CK2 β and PTEN displaying distribution of CK2 β or PTEN with or without doxorubicin (DOX) treatment (0.5 μ M for 5h) in GX NS, GP NS, GXP GBM2, and T98G. Nuclei were visualised by DAPI staining. IF images shown are representative of the majority of the cells for each condition. Scale bar: 10 μ m.

(b) Co-IF staining of DOX-induced foci of γ H2AX and RAD51 in GXP NS and GXP GBM 5. Cells were exposed to DOX (0.5 μ M) for 5h prior to fixation, and antibody and DAPI nuclear staining. Scale bar: 10 μ m. **(c)** Co-IF staining of DOX-induced foci of γ H2AX and 53BP1 in WT NS, GX NS, GP NS, GXP NS, and GXP GBM2 & 5. Cells were exposed to DOX (0.5 μ M) for 0h, 0.5h, 1h or 5h, and allowed to recover for 5h or 24h prior to fixation, and antibody and DAPI nuclear staining. Three representative images for each condition are shown. Scale bar: 10 μ m.

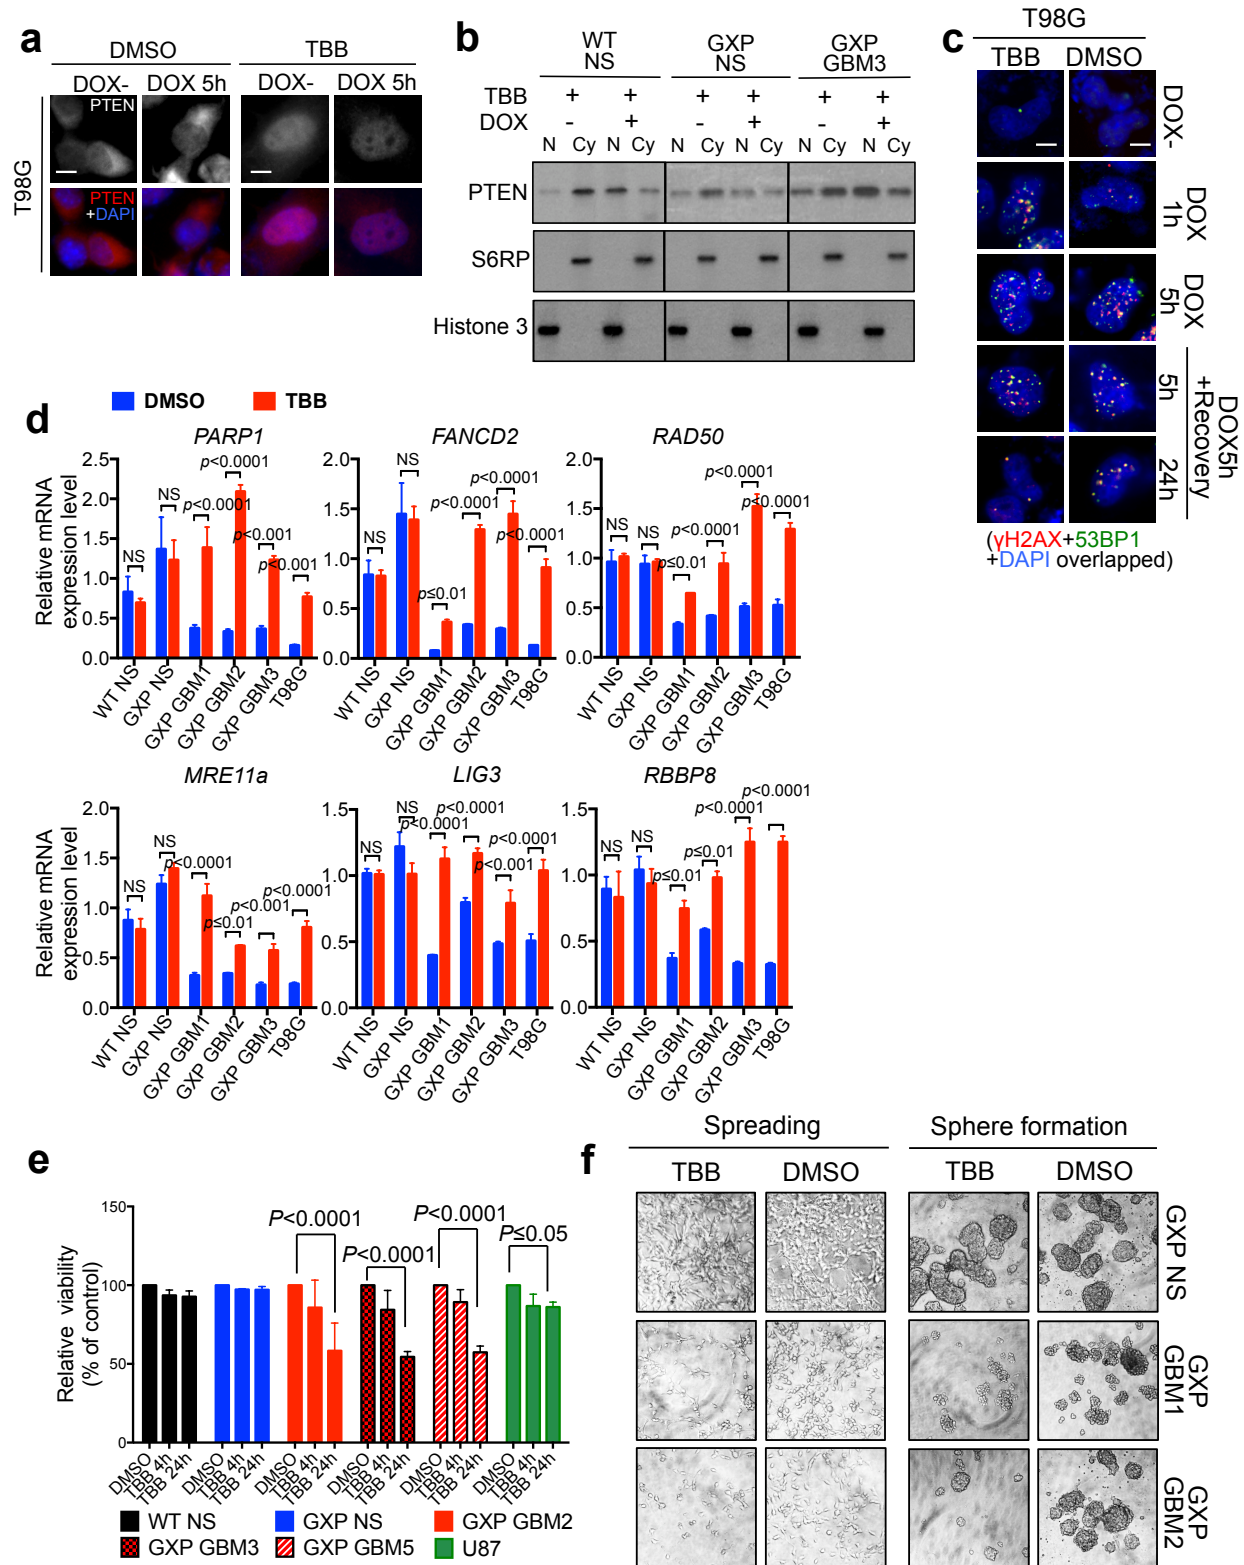

Supplementary Figure 4: CK2 β -mediated DNA damage response and repair functions underlie the tumorigenicity in GXP GBMs, Related to Figure 4.

(a) IF staining of PTEN with DAPI nuclear staining in DMSO or TBB (25 μ M for 24h)-treated T98G cells in the absence of DOX or after 5h of exposure to DOX (0.5 μ M). DOX was added 5h prior to the end point of DMSO or TBB treatment. Representative images are shown. Scale bar: 10 μ m. **(b)** Immunoblot analysis of nuclear (N) and cytosolic (Cy) distributions of PTEN in TBB-treated (25 μ M/24h) WT or GXP NS, or GXP GBM3 in DOX- (DMSO-treated) and DOX+ (0.5 μ M/5h) conditions. Loading controls: S6RP (cytosolic) and Histone3 (nuclear). **(c)** Co-IF of γ H2AX and 53BP1 foci formation with DAPI nuclear staining in DMSO or TBB (25 μ M for 24h)-treated T98G with DOX- (0h), or 1h or 5h of DOX (0.5 μ M) treatment followed by 5h or 24h of recovery time. **(d)** RT-PCR was used to quantitate the mRNA expression of HR or A-EJ-related genes (*PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3*, and *RBBP8*) in 3 independent GXP GBMs compared to WT or GXP NS, or T98G with DMSO or TBB treatment. RT-PCR results were analysed using the Two-way ANOVA test with Tukey's multiple comparisons test including *P*-values in each graph. Results are pooled from three independent experiments. All graphs depict mean $\pm$ s.e.m. **(e)** Relative viability of cells from WT NS, GXP NS, 3 independent GXP GBMs, and U87 in response to TBB treatment (25 μ M) for 48h. Cell viability results were analysed using the Two-way ANOVA test with Tukey's multiple comparisons test. *P*-values are indicated in each graph. Results are pooled from three independent experiments. All graphs depict mean $\pm$ s.e.m. **(f)** Impact of TBB treatment on cell growth in 2 independent GXP GBMs compared to GXP NS was

displayed by presenting morphological alterations in sphere formation and spreading on matrigel. Cells grown in a suspension culture or on matrigel-coated cover glass were treated with TBB (25 μ M) or DMSO for 48h.

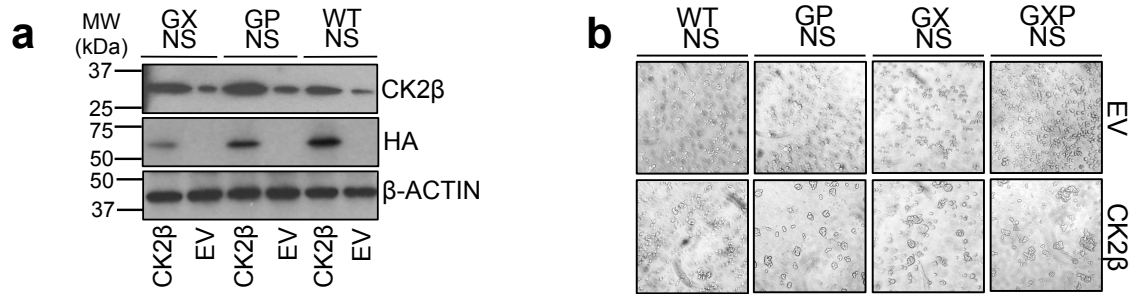

Supplementary Figure 5: CK2 β overexpression promotes cellular transformation of GXP NS, Related to Figure 5.

(a) Efficacy of HA-tagged lentiviral cDNA overexpression of CK2 β in WT, GX, or GP NS was measured by immunoblot analysis of CK2 β . Effects of CK2 β overexpression in WT, GX, GP and GXP NS in liquid cultures are shown in **(b)**.

Supplementary Figure 6: Attenuated PTEN-mediated DNA damage signaling underlies GBM tumorigenicity, Related to Figure 6.

(a) Efficacy of HA-tagged lentiviral cDNA overexpression of PTEN (WT, 4A, or 4E) in WT, GX, GP, or GXP NS, or GXP GBM2 was measured by immunoblot analysis of total PTEN and phospho-PTEN (S380/T382/T383). **(b)** IF staining of PTEN in pLenti-HA-PTEN4E-transduced WT, GX, or GP NS with or without exposure to DOX (0.5 μ M/5h). Nuclei were visualised by DAPI staining. IF images shown are representatives of majority of cells in each condition. **(c)** RT-PCR quantitating the mRNA expression of HR or A-EJ-related genes (*PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3*, and *RBBP8*) in EV, PTEN4E, or 4A-transduced GXP GBM4 compared to GXP NS with each transduction. RT-PCR results were analysed using the Two-way ANOVA test with Tukey's multiple comparisons test. *P*-values are indicated in each graph. Results are pooled from three independent experiments. All graphs depict mean $\pm$ s.e.m. **(d)** Relative cell viability of EV or PTEN4E-transduced WT, GX, or GP NS. Data from 3 independent experiments were normalized to the value of EV-transduced cells in each group and analysed using the two-way ANOVA with Tukey's multiple comparisons test including *P*-values in each graph. Data are representative of three biological replicates. All graphs depict mean $\pm$ s.e.m. **(e)** Efficacy of overexpression of PTEN4E in WT, GX, or GP NS was assessed in sphere formation in liquid cultures compared to control vector (EV).

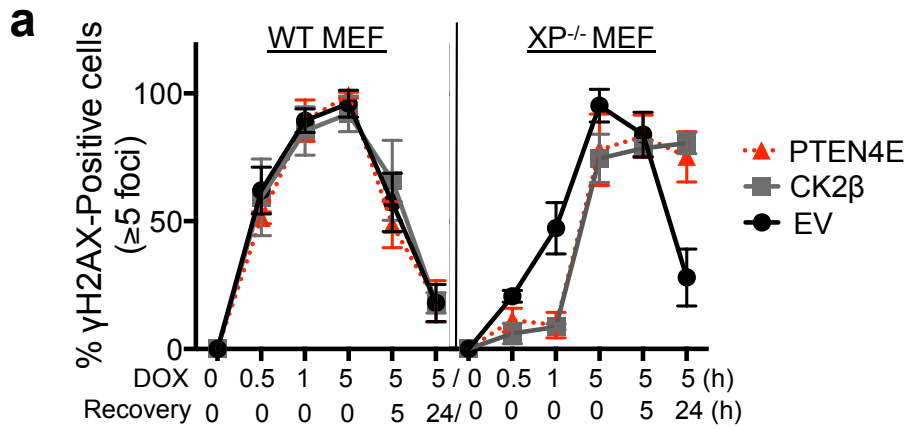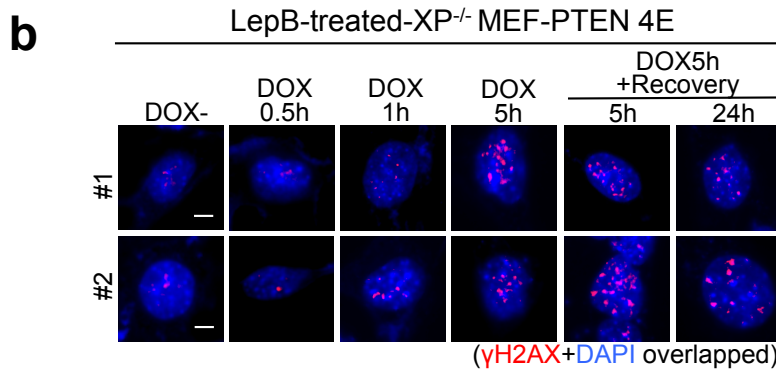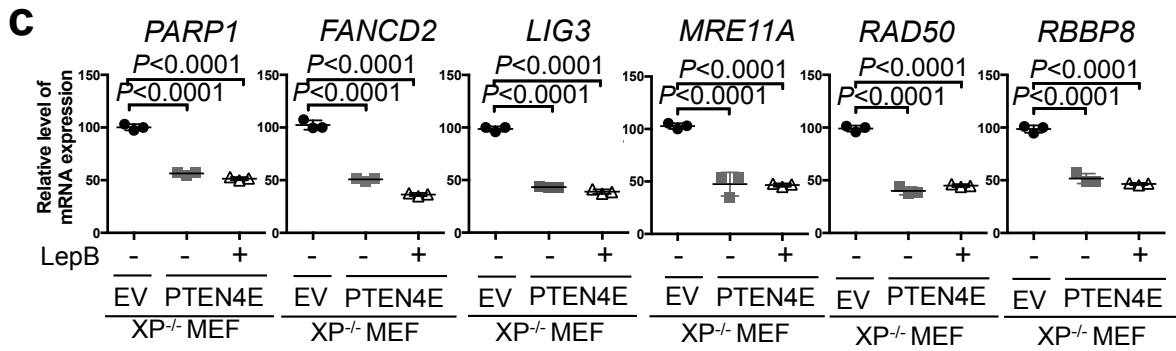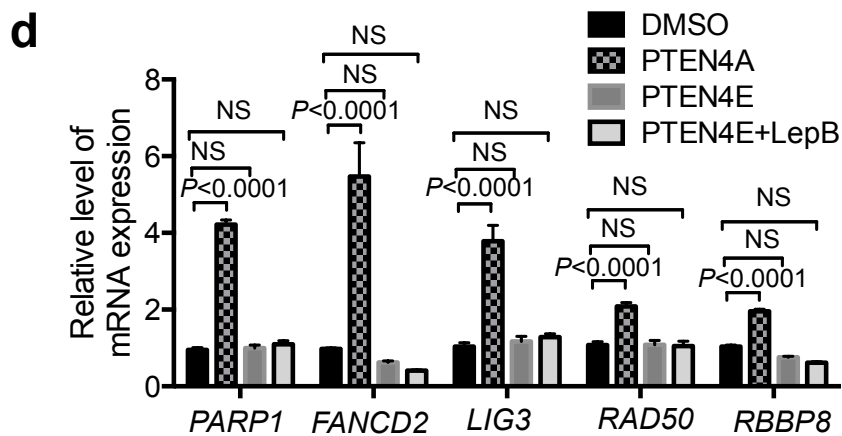

Supplementary Figure 7: Aberrant cytosolic distribution of inactive PTEN attenuates DNA damage response and repair regulating its conformational status, Related to Figure 7.

(a) A graph quantifying the percent of γ H2AX-positive PTEN4E, CK2 β , or EV-transduced WT or XP^{-/-} MEF cells (Y-axis) at indicated time points of DOX treatment (X-axis). Representative 50 cells were randomly selected for quantification from Fig. 7b. Cells with ≥ 5 foci were considered as γ H2AX-positive. **(b)** IF staining of DNA damage induced γ H2AX foci with DAPI nuclear staining in Leptomycin B (LepB)-treated-PTEN4E-transduced XP^{-/-} MEF cells: DOX- and after 0.5h, 1h or 5h of DOX (0.5 μ M) exposure, followed by 5h or 24h of recovery time. Two representative images for each condition are shown. Scale bar: 10 μ m. **(c)** RT-PCR quantitating the mRNA expression of the HR or A-EJ-related genes (*PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3*, and *RBBP8*) in LepB-treated PTEN4E-transduced XP^{-/-} MEF cells compared to untreated-PTEN4E or EV-transduced XP^{-/-} MEF cells. Normalised RT-PCR results were analysed using one-way ANOVA with Tukey's multiple comparisons test with *P*-values. Results are pooled from three independent experiments. All graphs depict mean $\pm$ s.e.m. **(d)** RT-PCR quantitating the mRNA expression of the HR or A-EJ-related genes (*PARP1*, *FANCD2*, *RAD50*, *MRE11A*, *LIG3*, and *RBBP8*) in DMSO, PTEN4A, 4E, or LepB treated-PTEN4E-transduced T98G. RT-PCR results were analysed using the Two-way ANOVA test with Tukey's multiple comparisons test. *P*-values are indicated in each graph.

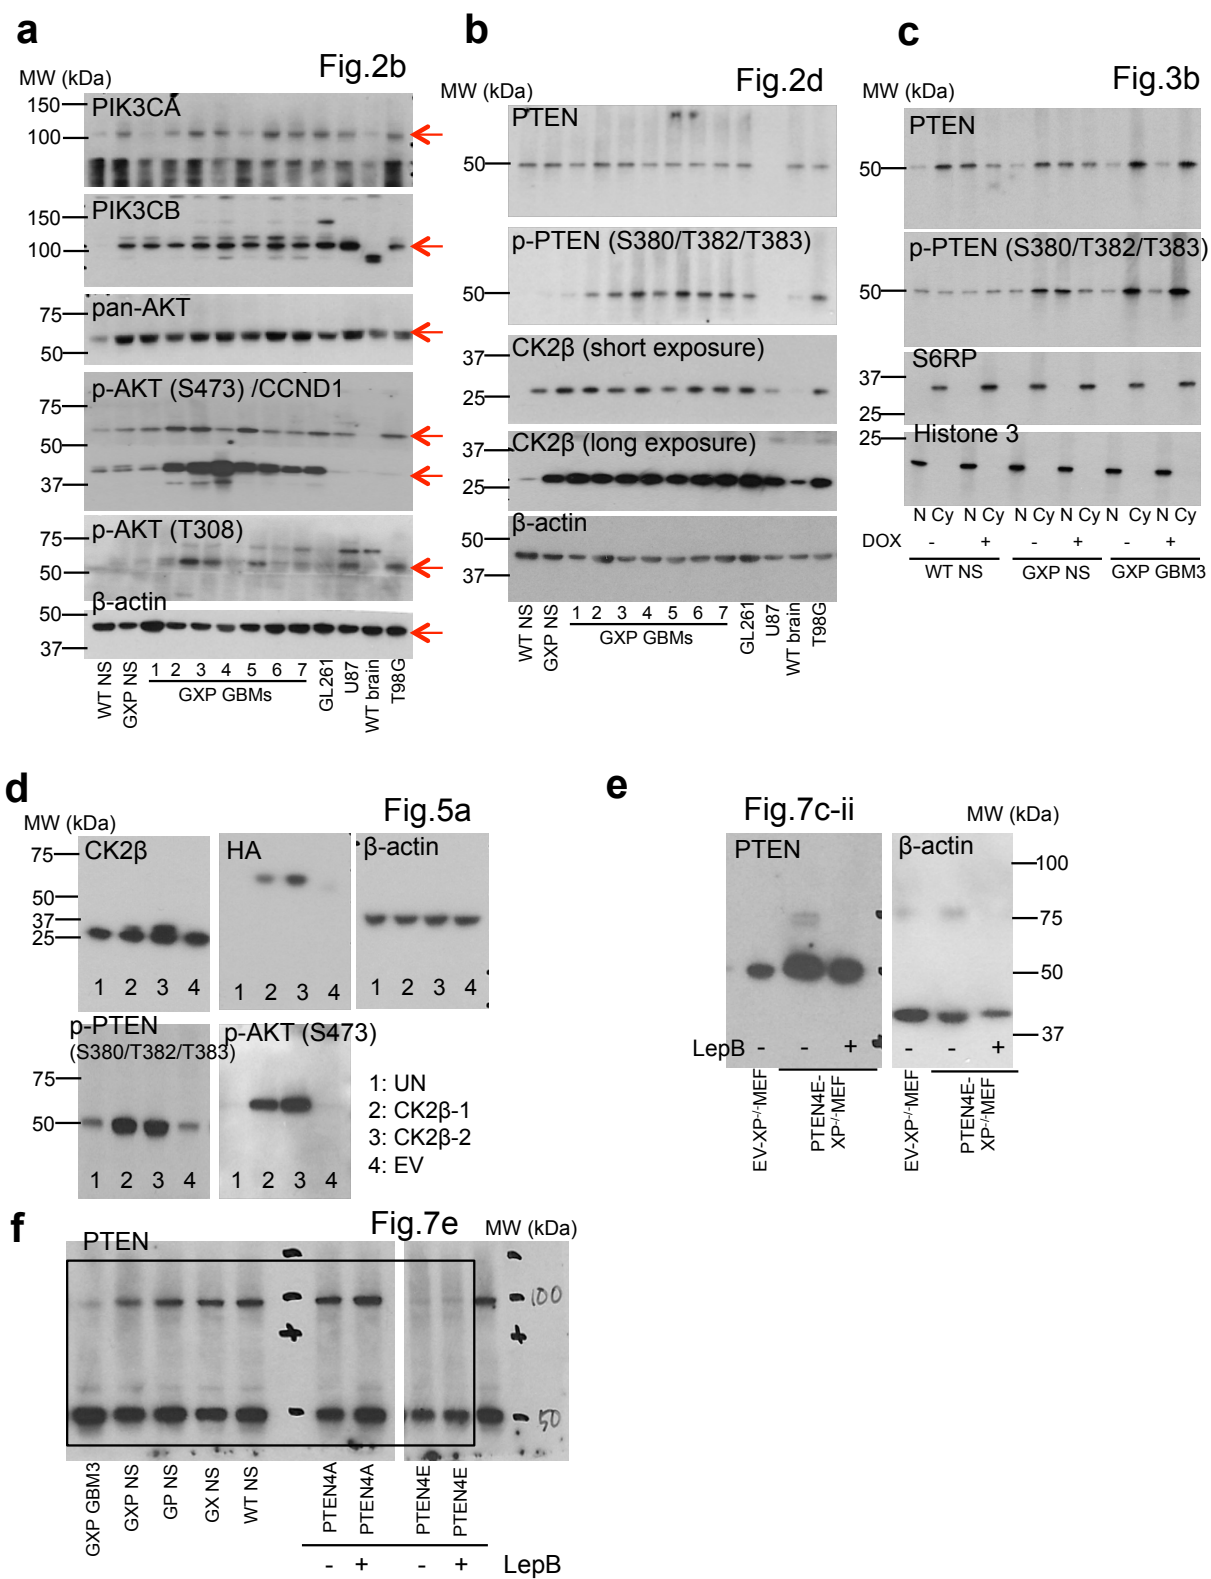

Supplementary Figure 8: Original immunoblots for indicated figures.

NHEJ gene	Patient sample number\$	TP53	PTEN	RB1	NF1	CDKN2A	CDKN2B	CDKN2C	EGFR	PIK3CA	AKT3	NOTCH2	BRCA2	RAD50	MYC	MET	PDGFRA
XRCC4	TCGA-FG-8189-01																
	TCGA-DU-A6S6-01																
	TCGA-HT-8107-01																
	TCGA-FG-A4MX-01																
	TCGA-FG-A713-01																
	TCGA-P5-A5F6-01																
	TCGA-DU-7292-01																
LIG4	TCGA-14-0871-01				nonsense									del			
	TCGA-15-0742-01					del	del		amp	del	amp	missense					
	TCGA-14-0871-01					del	del		amp								
	TCGA-14-0787-01																
	TCGA-06-0168-01		frameshift														
	TCGA-DU-7304-02																
	TCGA-VM-A8C9-01																
	TCGA-12-5295-01					del	del		amp								
	TCGA-FG-A6IZ-01																
	TCGA-FG-5964-01																
	TCGA-19-2625-01	missense	missense	frameshift					amp								
	TCGA-QH-A65X-01																
	TCGA-DH-A669-02																
	TCGA-HT-A4DS-01																
	TCGA-28-2499-01																
	TCGA-P5-A72W-01																
	TCGA-FG-A6J1-01																
	TCGA-27-2526-01		missense						amp								
	TCGA-27-2521-01	frameshift				del	del						missense		amp		
	TCGA-FG-A6J3-01																
Ku80/XRCC5	TCGA-FG-A711-01																
	TCGA-P5-A5F6-01																
	TCGA-HT-A74J-01																
	TCGA-DH-A7UT-01																
	TCGA-P5-A72U-01																
	TCGA-QH-A6CV-01																
Ku70/XRCC6	TCGA-P5-A5F6-01																
	TCGA-DU-6404-01																
	TCGA-P5-A72U-01																
	TCGA-TM-A84B-01																
	TCGA-27-1835-01	missense															
	TCGA-DU-A5TT-01																
	TCGA-HT-A617-01																
	TCGA-CS-6186-01																
	TCGA-HT-7860-01																
	TCGA-DU-8161-01																
	TCGA-19-2625-01	missense	missense	frameshift					amp								
	TCGA-FG-A4MY-01																
	TCGA-E1-A7YU-01																
	TCGA-19-2620-01				splice	del	del		amp								
	TCGA-QH-A6CS-01																
	TCGA-FG-A4MX-01																
	TCGA-DU-A5TY-01																
	TCGA-06-0747-01																
	TCGA-VM-A8CD-01																
	TCGA-06-0158-01					del	del		amp								
	TCGA-19-1389-02																
	TCGA-DU-8158-01																
	TCGA-06-2562-01				frameshift	del											
	TCGA-E1-A7V6-01																
	TCGA-DB-A640-01																
	TCGA-E1-A7YJ-01																
	TCGA-DU-6404-02																
	TCGA-41-4097-01		missense		nonsense	del	del										
	TCGA-15-0742-01					del	del		amp	del	amp	missense					
	TCGA-06-0744-01	missense							amp								
	TCGA-06-0141-01																
	TCGA-S9-A89V-01																
	TCGA-HW-A5KK-01																
	TCGA-S9-A7R7-01		missense														
	TCGA-06-1804-01								amp								
	TCGA-06-0221-02	frameshift															
	TCGA-26-5132-01			nonsense					amp								
	TCGA-14-1034-01																
	TCGA-06-5418-01		missense			del	del										
	TCGA-DU-5847-01																
	TCGA-27-2519-01	frameshift	missense	del		del	del		amp								
	TCGA-06-0878-01					del	del										
	TCGA-DU-A76L-01																
	TCGA-DB-5273-01																
Artemis/DCLRE1C	TCGA-12-3652-01					del	del		amp								
	TCGA-26-5133-01	missense			frameshift										amp		
	TCGA-76-4932-01																
	TCGA-28-5216-01	missense	missense			del	del	del								amp	amp
	TCGA-28-5209-01		missense			del	del		amp								
	TCGA-41-2571-01		nonsense														
	TCGA-41-2572-01																
	TCGA-76-4929-01	missense				del	del		amp								
	TCGA-19-2625-01	missense	missense	frameshift													
	TCGA-28-2499-01																
	TCGA-FG-8189-01																
	TCGA-12-3650-01					del	del		amp								
	TCGA-28-2513-01		splice			del	del		amp								
	TCGA-12-5295-01					del	del		amp								
	TCGA-14-0871-01	frameshift			nonsense									del			
	TCGA-19-2629-01	splice				del	del										
	TCGA-14-1825-01	nonsense	del			del	del										
	TCGA-32-4213-01		frameshift	frameshift		del	del		amp								
Cernunnos/NHEJ1	TCGA-FG-A4MX-01																
	TCGA-DU-A5TT-01																

\$Co-occurrence of molecular alterations of NHEJ genes with well-known tumor suppressors or oncogenes has been analyzed for only accessible GBM patient cohort ($n=32$).

Supplementary Table 1. GBM patients with defective NHEJ gene expression level.

A list of GBM patients ($n=97/695$) including reduced NHEJ gene expression level, displaying co-occurrence of molecular alterations of in GBM-relevant tumour suppressors or oncogenes (from COSMIC and cBioPortal database)

# of samples with cut-off (copy number (log value)-0.25)*	Chromosome	Start	End	Cytoband	# of genes in peak (tumor)\$	Known cancer genes in the region	Genes with gene expression (mRNA level) correlated with copy number
**Amplification**							
6	6	126,276,673	127,276,754	qF3	59	<i>CCND2</i>	<i>CCND2</i>
6	7	151,229,117	152,524,553	qF5	14	<i>CCND1</i>	<i>CCND1</i>
5	1	176,725,424	177,264,825	qH4	3	<i>AKT3</i>	<i>AKT3</i>
5	6	17,366,685	17,675,432	qB4 - qB5	2	<i>MET</i>	<i>MET</i>
3	3	31,112,701	33,509,723	qA1 - qB	14	<i>PIK3CA</i>	<i>PIK3CA</i>
5	7	149,554,071	149,888,993	qF5	10	<i>IGF2</i>	-
3	10	117,126,160	117,147,559	qD2	4	<i>MDM2</i>	
3	5	2,973,996	5,906,471	qA1	22	<i>CDK6</i>	<i>CDK6</i>
3	11	7,376,728	52,634,468	qA2	60	<i>EGFR</i>	<i>EGFR</i>
3	15	61,015,472	71,475,856	qA1.1	11	<i>CMYC</i>	<i>CMYC</i>
2	5	72,059,152	76,183,767	qC3.1 - qE3	34	<i>PDGFRA</i>	<i>PDGFRA</i>
2	10	126,500,617	126,504,379	qD2 - qD3	184	<i>CDK4</i>	
2	1	134,885,866	134,921,147	qD - qE4	814	<i>MDM4</i>	
1	12	10,954,690	13,687,088	qA1.1	5	<i>MYCN</i>	<i>MYCN</i>
**Deletion**							
5	4	whole chromosome		qC4 - qC5	8	<i>CDKN2A</i>	-
5	4	whole chromosome		qC4 - qC5	8	<i>CDKN2B</i>	-
4	19	30,912,135	37,472,148	qC1	25	<i>PTEN</i>	<i>PTEN</i>
4	4	whole chromosome		qC6 - qD2.2	282	<i>CDKN2C</i>	-

* For amplifications, number of samples with copy number gain at each locus; for deletions, number of samples with copy number loss. (Out of 17 samples.)

\$ The highest number of genes within amplicons or deleted regions for each sample is noted.

⌘ Frequencies of amplifications or deletions of well-established cancer genes (TCGA, 2008; Verhaak et al., 2010) were obtained from the critical analyses using the Integrative Genomic Viewer (IGV) and NEXUS (Li and Olivier, 2013; Pena-Llopis and Brugarolas, 2013).

Supplementary Table 2. Frequencies of copy number alterations of well-known cancer genes identified in XRCC4/p53-deficient murine GBMs[⌘] using the Integrative Genomic Viewer (IGV) and NEXUS.

Cre	CGTATAGCCGAAATTGCCAG
	CAAAACAGGTAGTTATTCGG
XRCC4	GTCCAAGGAGGTGGCCACTAGT
	GATGTCACCTCAATGATGCTGGT
	TCAGCCATGCTAGCAAGCACC
p53 ^{cond}	AAGGGGTATGAGGGACAAGG
	GAAGACAGAAAAGGGGAGGG
p53 ^{null}	ACCGCTTCCTCGTGCTTTAC
	ATGGGAGGCTGCCAGTCCTACCC

Supplementary Table 3. A list of the primer sequences used for genotyping PCR assays

PTEN	Forward	GATAGCATTTCAGTATAGAGCGTGCAGATA
	Reverse	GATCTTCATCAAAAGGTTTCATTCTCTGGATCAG
PIK3CA	Forward	CCACGACCATCTTCGGGTG
	Reverse	ACGGAGGCATTCTAAAGTCACTA
PIK3CB	Forward	TTCTTTTCAGTGTTGTGACCAAG
	Reverse	GCCCCGAATGTGGTAAGTT
AKT3	Forward	CATAGGCTATAAGGAGAAACC
	Reverse	TTGGATAGCTTCCGTCCAC
CCND1	Forward	TTTCTTTCCAGAGTCATCAAGTGTG
	Reverse	ACCAGCCTCTTCCTCCACTTC
MRE11A	Forward	CCTCTTATCCGACTACGGGTG
	Reverse	ACTGCTTTACGAGGTCTTCTACT
RAD50	Forward	TGATAAGTTGTCTTGGGGTTTCC
	Reverse	CTGTGTCTGACGCACCTGT
LIG3	Forward	TGCCTGAAAAAGGTACTGTTGG
	Reverse	ATGCCACAAAGTAGCGTTTGA
PARP1	Forward	GGTCTTTAAGAGCGACGCTTAT
	Reverse	TTCTGTGTCTTGACCATGCAC
FANCD2	Forward	GGCTGAACATAAGGCTTTGGA
	Reverse	AATGTGTAGAGAACGCACTGTC

Supplementary Table 4. A list of the primer sequence pairs used for quantitative RT-PCR based analysis of mRNA expression

How the deposited data were processed for this re-analysis (not part of the article)

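RNA from 7 cultures was sequenced by the authors. Of these, 6 were GXP tumours (GXP GBM1 to GXP GBM6, from mice of 8 to 16 months). The other 1 was labelled GXP NS (postnatal day 1 to 3), and all were at passage 1 to 8. Trp53 in the culture labelled GXP NS was 13.6 times the highest tumour, and whether that library came from GXP cells was left open. The control is 1 library, so the comparison has replicates on the tumour side alone. The p-values set its difference from the tumours against a spread estimated from the tumours. They do not show whether that library represents GXP neurospheres. The assignment of each library to its tumour number came from the sample titles. The control is headed Gxcpc_WT in the deposited count tables and called GXP NS in its sample label and the deposited PI3K table, and the sample label was followed.

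The estimated counts per gene were deposited by the authors as Cuffdiff output, 1 table per tumour, each with the tumour and the control. According to the paper's methods and the submitters' processing notes, paired-end reads were aligned to mm9 with TopHat2 2.0.7 after base calling with CASAVA 1.8.2, and known genes were quantified with Cufflinks 2.0.2 and Cuffdiff 2.0.2. The FPKM values in the deposited tables were made by the authors in the same runs, scaled between the 2 libraries of each run, and genes at 0 in either library are mostly left out of those tables. The log2 fold changes in the authors' deposited tables are ratios of these FPKM values, 1 library against 1. The p-values deposited by the authors are Cuffdiff's unadjusted p-values from those runs. A deposited table named for the subtype list holds 13380 genes with no subtype for any of them. Starts of loci in the files lay 1 below an annotated transcript start for 7406 genes and equalled one for 559, so 1 was added to each start.

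From these files the counts were rounded to whole numbers, and the control was taken as the mean over the 6 runs, whose totals ran from 26054392 to 30621295. Counts were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr with a minimum count of 10, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. The biological coefficient of variation was 0.74. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and again with an estimated one, adjusted over the 4 subtype lists or over the 37 fixed lists. Other settings were RLE factors, library size alone, DESeq2 1.42.0, no low-count filter, a minimum count of 50, limma on log2(FPKM + 1) with and without a filter at an FPKM of 1 and on log2(FPKM + 0.1), the control counts of 1 run, a fold of at least 2, and leaving out each tumour. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. No column of per-sample values was left unused.

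Genes at 0 counts in the control were given as a lower bound against a floor of 3 counts in that library, and those with 1 to 3 counts as a ratio with a 95% counting interval. Intervals and floors cover counting error alone. Per-tumour ratios used CPM + 0.1. Settings, lists and tests were fixed before the data were examined unless stated otherwise. The subtype lists are core genes of each class recalled from general knowledge, and the PI3K/AKT list and the list of 6 DNA repair genes are the study's. The lists of B lymphocyte, T lymphocyte and leukocyte genes were written after the results were seen. The genes named were those the paper names, the 10 largest rises and the 10 largest falls among called genes whose control value lay outside the range of the tumours and whose mean log2 CPM was at least 3, and up to 4 members of each list described. The lists to describe were chosen after list results had been seen, and Olig2, Pik3r3, Igf1r, Epha4, Slx4, Apaf1, Stat2, Tnfaip3, the neighbours of copy number genes, the sex-linked genes, the markers of B and T lymphocytes and the unfolded protein response genes were named after their values were seen.

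The tests of single genes were tried on simulated counts with 200 changed genes of 4 sizes among 14907 genes for edgeR and DESeq2 and 13017 for limma. Of the 50 genes planted at each size, whether or not they passed the filter, edgeR called 4% of those changed 4-fold, 16% of those changed 16-fold, 68% at 64-fold and 78% at 256-fold, with 4 false calls among the 14716 unchanged genes it tested. DESeq2 called 14%, 66%, 92% and 88% with 194 false calls among 13474 unchanged genes with an adjusted p, and limma 6%, 18%, 70% and 76% with 22 among 12838. These shares need not hold in the real data, where edgeR called 2927 genes and the adjustment was less strict. The search for blocks of neighbouring genes found the 1 block planted in a shuffled order. Camera, the percentiles among random lists and the test for single tumours standing apart were not tried on simulated values. The TCGA patient data listed in a supplement were not used here.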

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

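All tests here were chosen after the results were seen, that of the mesenchymal list before its own value was computed.

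The library labelled GXP NS held abundant B lymphocyte transcripts and few of Sox2, Olig2 and Sox9, which the paper does not discuss. A difference between the tumours and this library therefore cannot be assigned to the tumours rather than to the cells of this library. The deposited count tables head this library Gxcpc_WT, while its sample label and the deposited PI3K table call it GXP NS. Its median over 22 B lymphocyte genes was 355 CPM, and the highest such median in a tumour was 0.47 CPM. None of these genes is in another fixed list, and 5 of them exceeded 1 CPM in any tumour. Cd79a was at 2359 CPM, Ptprc at 1987 CPM, Cd79b at 1119 CPM, Ms4a1 at 907 CPM and Cd19 at 883 CPM, while Sox2 was at 0.470 CPM, Olig2 at 0.470 CPM and Sox9 at 0.0392 CPM.

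A minority of B lymphocytes in a culture of neural stem cells is argued against, since 6 of the 11 neural stem cell genes at 10 CPM or more in every tumour lay more than 10-fold below the lowest tumour in that library, among them Slc1a3 (152-fold), Sox2 (91.9-fold), Tnc (48.1-fold) and Nes (40.3-fold), with tumour levels standing in for a neural stem cell culture. This test replaced the list's median log2 ratio of 6.75, whose bootstrap interval of 1.84 to 9.13 had left the matter open, and the other 5 of the 11 were not so low: Hes5, a neural stem cell gene whose 12.1 CPM against 15.8 CPM in the lowest tumour goes against this, and Vim, Notch1, Bmi1 and Cd9, which are not specific to neural cells. T lymphocytes beside the B lymphocytes are argued against by a median T lymphocyte gene at 0.15% of the median B lymphocyte gene (upper bootstrap bound 0.66%), while macrophages beside them stay open, with a median gene at 1.8% (1.1% to 9.7%) in a list that holds genes of all leukocytes. A library of another sample, of B lymphocytes with undeleted Trp53, stays open too, because Trp53 at 13.6 times the highest tumour was seen before that explanation was framed and is no independent test of it. No biological explanation was tested, and the paper's PCR of deleted alleles and immunoblots in Supplementary Fig. 1c,d show GXP NS cultures as deleted, which does not settle which cells gave this library.

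The fall of the mesenchymal list may come from leukocyte transcripts in the library labelled GXP NS. The median without the 26 members known from leukocytes, picked by function after the data were seen and before any median without them was computed, was 0.16 (bootstrap interval -1.24 to 2.59), against 0.36 over all genes tested. That interval holds the median of all genes, so the test does not decide between a shift of the whole list and the leukocyte members. The 26 members alone had a median of -4.57, with 18 lower and none higher.

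Genes high in 1 tumour lay together along the genome. Overlapping windows of 5 neighbouring genes with a median log2 deviation of at least 1.5 merged into 114 blocks over the 6 tumours, of which 82 overlapped no such block of another tumour, against at most 44 in 100 shuffled gene orders, so chance neighbours are argued against. Of 117 lower blocks, 84 overlapped none of another tumour, against at most 62, 59 of them in GXP GBM1, and what lowered them was not tested. A copy number gain in that tumour stays open, since the 5 loci examined were chosen after such blocks had been seen. All 5 had neighbours with a median log2 deviation above 1, but Myc rests on 1 neighbour, and another tumour also exceeded 1 at Myc (1.97) and Met (1.53). The paper's array CGH reports amplified regions at Mycn, Met, Myc and Ccnd1 in some GXP GBMs, with mRNA correlated with copy number. For these genes it does not say which of the tumours sequenced here carry them, and Csnk2a1 is not among its genes. Some blocks recurred, such as the Hoxa genes, a family of co-regulated neighbours, in GXP GBM4 and GXP GBM6, so shared regulation stays open too and was not tested.

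Single tumours stood apart for 4 of 91 named genes tested, where chance gives about 1 in 20. Csnk2a1 was highest in GXP GBM2 at 1092 CPM (gap over range 0.77). Mycn was highest in GXP GBM1 (0.78). Timp3 was lowest in GXP GBM1 at 6.36 CPM (0.72), as was Ntrk2 at 9.02 CPM (0.67). Over 645 list genes 49 stood apart, or 7.6%, of which 17 did so in GXP GBM1. Of the 7 libraries set alone in turn against the other 6, the library labelled GXP NS gave 2927 genes and the highest of the others gave 1, and 7 splits are too few for a share under 0.05. When a tumour was set alone, the library labelled GXP NS was among the other 6 and widened their spread. The counts for the tumours therefore do not measure how far the tumours differ.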

How the results depend on the processing

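Of 2290 values under alternatives, 2126 kept their direction and side of the threshold, and among named genes 93 fell below the threshold and 13 passed it. The cause was not tested for any change named here. The FPKM values mostly leave out genes at 0 in either library, so a list there need not hold the same genes as in the main fit. DESeq2 called 3132 genes higher, log2(FPKM + 1) without a filter 798. With an estimated correlation the proneural (5.54), classical (5.71), neural (6.13) and mesenchymal (-1.97) lists lost their calls, at adjusted p of 0.095, 0.095, 0.174 and 0.174. Without members known from leukocytes, an alternative chosen after seeing the data, the mesenchymal median was 0.16. The difference between the proneural and mesenchymal medians was 7.51, or 4.18 with log2(FPKM + 1) and 3.31 without its filter. In the order log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) without a filter, medians were 0.45, 0.52 and 0.45 for the neural list, -1.28, -1.14 and -1.28 for sex-linked genes, -0.08, -0.22 and -0.08 for unfolded protein response genes and -0.17, -0.22 and -0.17 for immediate early genes, and the log2 fold changes were -0.94, -1.68 and -0.94 for Cdk6 and -0.01, -0.02 and -0.01 for Trp53bp1. With log2(FPKM + 1) and without its filter they were 1.30 and 1.30 for neuron genes, 2.01 and 1.06 for forebrain genes, and 2.19 without the filter for matrix genes. With log2(FPKM + 1) and log2(FPKM + 0.1), endothelial genes had -3.16 and -5.20 and the list gained a call, against 2.87 without a call in the main fit. RLE and DESeq2 gave -0.05 and -0.05 for ribosomal genes, -0.02 and -0.02 for immediate early genes and -0.06 and -0.06 for Trp53bp1, which was -0.00 with the stricter filter. DESeq2 gave -2.12 for interferon genes, whose list lost its call. It gave 7.12 for imprinted genes, which had 4.1 with log2(FPKM + 0.1), and their list gained a call in both settings. Library size alone gave 0.15 for DNA damage signalling genes, and no low-count filter -0.73 for NHEJ genes. Leaving out each tumour moved ribosomal genes over -0.16 to 0.12, immediate early genes over -0.41 to 0.30, unfolded protein response genes over -0.58 to 0.68, hypoxia genes over 1.24 to 1.53, Pten over -2.23 to -1.96, Csnk2a2 over -0.00 to 0.18, Cdk6 over -1.02 to 0.49 and Trp53bp1 over -0.09 to 0.08. Those fits called 969 to 1621 genes higher and 1360 to 1645 lower. The hypoxia list gained a call without GXP GBM3 and without GXP GBM4. Of 2927 calls, DESeq2 shared 2792 and log2(FPKM + 1) 1890. No paired analysis was possible because the control is 1 library. Core lists in place of deposited lists could not be run, since the core lists are those used, and the authors' calls, the spread among tumours and each library against the other 6 have no alternative values.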

Differences from the paper's values

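The paper gives 840 genes in the list that classifies the subtypes, and the deposited table named for that list holds 13380. No alternative set before the data were examined bears on this count.

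The paper's Fig. 2a legend has Csnk2b as higher in the GXP GBMs. Its log2 fold change was 0.81, higher in 6 of 6 tumours, with an adjusted p of 0.18 from edgeR, and no alternative called it. Pten, lower in the same legend, was called as lower, but not without GXP GBM5. Both genes were set against a library with abundant B lymphocyte transcripts, so cell type and tumour cannot be told apart. In simulated data of the same design edgeR called 4% of 50 genes changed 4-fold, a share that need not hold in the real data. The missing call of Csnk2b, at a smaller change, therefore does not decide the paper's statement.

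The paper describes activation of PI3K/AKT pathway genes from quantitative PCR in 17 GXP GBMs, set against WT adult forebrain, WT or GXP NS and GL261 cells. The groups here are unlike those, with 6 tumours against the library labelled GXP NS alone. That library held abundant B lymphocyte transcripts, so the values here do not decide the paper's statement. The paper also reports immunoblots, with PIK3CB raised and PIK3CA more varied, and impaired tumour cell survival under PI3K or AKT inhibitors. Neither was examined here. In the RNA-seq, over the study's list of 78 genes, 5 were higher and 10 lower, and the median log2 fold change was 0.58. Pik3ca was lower in 6 of 6 tumours at a log2 fold change of -1.25, while Pik3cb, Akt3 and Ccnd1 had log2 fold changes of 1.22, 0.58 and 8.53. Pik3ca passed as lower with DESeq2 and without GXP GBM6. Ccnd1 passed as higher with DESeq2, in limma on log2(FPKM + 1) and log2(FPKM + 0.1), and without GXP GBM4.

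The paper places the classical signature behind the proneural one in all the tumours. By the medians of the core lists, which are not the paper's list, the proneural list exceeded the classical one in 3 of 6 tumours, and both medians lay above 0 in all 6. The median log2 fold changes were 5.54 and 5.71, and with genes at 0 counts set at their bound 5.54 and 4.97, which is the paper's order.

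The paper names 6 DNA repair genes as affected in the RNA-seq. None of them passed in edgeR, DESeq2 or limma, and 5 of the 6 had a log2 fold change below 0, with a median of -0.55. These values are against the library labelled GXP NS, which held abundant B lymphocyte transcripts, so they do not decide the paper's statement. The paper also measured these genes by quantitative PCR with and without TBB and with PTEN mutants, which was not examined here.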

Other observations

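The largest falls in the GXP GBMs were Gm15987, Cd22, Siglecg, Gimap3 and Wdfy4, with log2 fold changes of -12.56, -12.46, -12.27, -12.26 and -12.04. Cd22 and Siglecg encode inhibitory receptors of B lymphocytes. Wasf1, Ntrk2, Npdc1 and Rgma, all at 0 counts in the library labelled GXP NS, were at least 659-fold, 644-fold, 636-fold and 624-fold higher in the tumours. Of 17 NF-κB target genes 9 fell and none rose (11 and none when adjusted over the list alone), among them Birc3, Icam1, Traf1 and Tnfaip3. Birc3 went from 168 CPM to 0.906 ± 0.562 CPM (SD, n = 6). The adjusted p of that list was 9.7e-05 in camera and 0.43 with an estimated correlation. Of 25 interferon response genes 5 fell and none rose (5 and none when adjusted over the list alone), namely H2-K1, Psmb8, Psmb9, Stat2 and Tap1, of which all but Stat2 act in antigen presentation. The adjusted p was 0.0073 in camera, 0.12 on the DESeq2 fit and 0.90 with an estimated correlation. Among 16 unfolded protein response genes, Xbp1, Hspa5, Herpud1 and Dnajb9 fell and Vldlr rose. Xbp1 was at 536 CPM in the library labelled GXP NS and 37.9 ± 13.0 CPM in the tumours (SD, n = 6), and Hspa5 at 4387 and 475.5 ± 106 CPM. The median of that list was 0.47, with an adjusted p of 0.30 in camera, and it turned to -0.58 without GXP GBM4 (adjusted p = 0.063) and to between -0.22 and -0.08 on FPKM values. Of 24 extracellular matrix genes 4 rose and 1 fell (5 and 1 when adjusted over the list alone), with an adjusted p of 0.018 and 0.84 with an estimated correlation. Of 32 cell cycle genes 1 rose and none fell (no member when adjusted over the list alone), and Mki67 was at 497 ± 212 CPM (SD, n = 6) against 1216 CPM.

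Among the copy number genes of Supplementary Table 2, with Rb1 added from the main text, some varied widely between the tumours. Mycn was at 1183 CPM in GXP GBM1 and between 1.56 and 8.71 CPM in the others. Met was at 3829 CPM in GXP GBM6 and 248 CPM in GXP GBM5. Myc was at 812 CPM in GXP GBM3 and at most 244 CPM elsewhere, and Ccnd1 at 7363 CPM in GXP GBM4 and at most 1159 CPM elsewhere. Neighbours within 1.0 Mb were over 2-fold above the median of the other tumours in the same tumour for 3 of 3 at Mycn, 5 of 6 at Met, 1 of 1 at Myc and 5 of 6 at Ccnd1. Ddx1 and Nbas, beside Mycn on chromosome 12 of mm9, were at 15290 and 1724 CPM in GXP GBM1 and at most 209 and 41.3 CPM in the others. Capza2, beside Met, was at 3441 CPM in GXP GBM6 and at most 136 CPM elsewhere, but Tes, Cav2 and Cav1, also beside Met, were at 16.7, 64.6 and 7.20 CPM in GXP GBM6 and at up to 38.7, 246 and 219 CPM in another tumour. Pvt1, beside Myc, was at 627 CPM in GXP GBM3, and Cttn, near Ccnd1, at 1087 CPM in GXP GBM4, where Shank2 was at 1.98 CPM against up to 6.27 CPM elsewhere. Csnk2a1 on chromosome 2 had 20 neighbours within 1.0 Mb, of which 15 were over 2-fold higher in GXP GBM2, among them H13 at 814 CPM and Tpx2 at 716 CPM. Over all 19 copy number genes 3 rose and 4 fell (4 and 5 when adjusted over the list alone). Cdk4, Cdkn2a and Pdgfra rose, with Cdkn2a at 719 ± 337 CPM (SD, n = 6) against 59.1 CPM. Rb1, Mdm2, Mdm4 and Pten fell, with Rb1 at 38.8 ± 9.36 CPM against 207 CPM. GXP GBM2, drawn in Supplementary Fig. 1g with amplified regions that hold AKT3, CCND2 and IGF2, had 45.9 CPM of Akt3, the lowest of the 6, 326 CPM of Ccnd2 and 17.6 CPM of Igf2, which was at 59.9 CPM in GXP GBM3.

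Xist was at 4322 CPM in the library labelled GXP NS, 2397 CPM in GXP GBM1, 1645 CPM in GXP GBM3 and 2231 CPM in GXP GBM5, and at 2.37 CPM in GXP GBM2 and 2.61 CPM in GXP GBM6, with a like level in GXP GBM4. The Y-linked gene Ddx3y was at 32.1 CPM in GXP GBM1 and 71.6 CPM in both GXP GBM2 and GXP GBM6, and at no more than 0.104 CPM in the other libraries. GXP GBM1 held both transcripts and GXP GBM4 neither.

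In the authors' deposited tables, 1019 to 1335 genes per tumour were higher and 762 to 962 lower at an unadjusted p under 0.05, and 532 were higher and 354 lower in all 6 tables.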
